# INO80 Is Required for the Cell Cycle Control, Survival, and Differentiation of Mouse ESCs by Transcriptional Regulation

**DOI:** 10.3390/ijms232315402

**Published:** 2022-12-06

**Authors:** Seonho Yoo, Eun Joo Lee, Nguyen Xuan Thang, Hyeonwoo La, Hyeonji Lee, Chanhyeok Park, Dong Wook Han, Sang Jun Uhm, Hyuk Song, Jeong Tae Do, Youngsok Choi, Kwonho Hong

**Keywords:** ES cell, Ino80, cell cycle, apoptosis, differentiation

## Abstract

Precise regulation of the cell cycle of embryonic stem cells (ESCs) is critical for their self-maintenance and differentiation. The cell cycle of ESCs differs from that of somatic cells and is different depending on the cell culture conditions. However, the cell cycle regulation in ESCs via epigenetic mechanisms remains unclear. Here, we showed that the ATP-dependent chromatin remodeler Ino80 regulates the cell cycle genes in ESCs under primed conditions. Ino80 loss led to a significantly extended length of the G1-phase in ESCs grown under primed culture conditions. Ino80 directly bound to the transcription start site and regulated the expression of cell cycle-related genes. Furthermore, Ino80 loss induced cell apoptosis. However, the regulatory mechanism of Ino80 in differentiating ESC cycle slightly differed; an extended S-phase was detected in differentiating inducible Ino80 knockout ESCs. RNA-seq analysis of differentiating ESCs revealed that the expression of genes associated with organ development cell cycle is persistently altered in Ino80 knockout cells, suggesting that cell cycle regulation by Ino80 is not limited to undifferentiated ESCs. Therefore, our study establishes the function of Ino80 in ESC cycle via transcriptional regulation, at least partly. Moreover, this Ino80 function may be universal to other cell types.

## 1. Introduction

Compared with somatic cell growth, embryonic stem cell (ESC) growth has unique features, including a very short Gap1 (G1) phase and a slightly prolonged DNA synthesis (S) phase [1]. This ESC-specific cell cycle is mediated by the differential expression or activity of cell cycle controllers. For example, unlike somatic cells, mouse ESCs (mESCs) exhibit a typical oscillatory activity of cyclin-dependent kinase (Cdk) complexes, low levels of cyclins, enhanced Cdk activity, and a lack of Cdk inhibitors (CKIs) [1,2,3]. Additionally, ESCs cultured in 2i condition exhibit a considerably longer G1-phase compared with those cultured in normal serum conditions [4,5]. During the G1-phase, mESCs express low levels of cyclins D1 and D3, and they display high activity of cyclin E/Cdk2 and cyclin A/Cdk2 throughout the ESC cycle [4,6,7,8]. Cdk2 is a factor that causes ESCs to enter S-phase rapidly, and its activity is inhibited by p21 and p27 [4]. When comparing the levels of cell cycle regulators between serum-cultured ESCs (serum–ESCs) and 2i-cultured ESCs (2i–ESCs), the levels of CDK2, CDK4, CDK6, CCND, and CCNE slightly differed in the two groups, whereas much higher levels of CDK inhibitors (P16, P21, and P27) were detected in 2i–ESCs than in serum–ESCs during the late G1-phase [4]. Given that the growth of ESCs maintained in 2i condition is much slower than that in serum condition, levels of the CKIs are considered a critical contributor to the length of the ESC cycle. In addition, the activity of retinoblastoma protein (pRB), a deterministic cell cycle regulator of the G1-phase in serum–ESCs, is regulated by P21 and P27 [4]. Furthermore, cell cycle-regulated activity of G1-phase cyclins is necessary for cell fate determination through the activation of developmental genes [8]. However, the precise mechanism behind the shortened G1-phase in ESCs by chromatin remodelers is not completely understood yet.

Ino80 is an ATP-dependent chromatin remodeler that plays indispensable roles in development, cancer progression, and gene transcription [9,10,11,12,13,14,15,16,17,18,19,20,21,22,23,24,25,26,27,28]. Germline deletion of Ino80 leads to embryonic lethality due to failure in gastrulation, growth retardation, and massive cell death [14,15,23]. The Ino80 complex is highly enriched at the transcription start site (TSS) and can either promote or repress gene expression in a context-dependent manner [17,24,25,27,28,29]. In the promotion of gene expression, Ino80 permits Mediator and RNA polymerase II (RNAPII) to be recruited for gene activation while maintaining an open chromatin architecture [24]. A component of the Ino80 complex, Yin-Yang-1, functions as a transcription factor and promotes gene transcription in mouse E13.5 cerebral cortex and HEK293 cells [27,29]. A recent study showed that Ino80 participates in the stability of the +1 nucleosome, helps RNAPII pausing site determination, and ensures correct early transcription elongation [25]. However, Ino80 also participates in transcriptional repression in mESCs and spermatocytes; it binds to the TSS and recruits the H3K27me3 repressive mark to contribute to transcriptional repression [17,28].

Ino80 function, mainly the regulation of gene transcription, is essential for the maintenance of pluripotent stem cells [24,28]. Yu et al. showed that Ino80 builds a bivalent chromatin structure in developmental genes of primed ESCs by modulating histone H2A.Z occupancy-mediated PRC2 complex recruitment to the genes. This leads to the repression of the developmental genes in primed ESCs and is dominant, as this Ino80 function is absent in naïve ESCs [28]. Moreover, previous studies have commonly argued that Ino80 loss leads to cell death and growth retardation in mESCs, but its underlying mechanism remains elusive [14,28].

In the present study, we showed that Ino80 directly regulates the cell cycle of undifferentiated and differentiating ESCs via transcriptional repression of genes such as Cdkn1a and Rb1. Its function is not limited to undifferentiated ESCs, since cell death and aberrant gene expression was also observed in differentiating ESCs. Therefore, our study provided some evidence that the ESC cycle is potentially regulated by epigenetic mechanism(s).

## 2. Results

### 2.1. Ino80 Loss in ESCs Causes Aberrant Cell Cycle and Cell Death

To understand the Ino80 function in ESCs, inducible Ino80 knockout (Ino80 iKO) ESCs were established from Ino80^2f/2f^;ROSA26-CreER blastocysts. ESCs established from Ino80^2f/2f^ blastocysts were used as control ESCs (CONT). Next, to investigate the role of Ino80 in ESC maintenance, 4-hydroxytamoxifen (4-OHTM) was administered for three days. Ino80 deletion was confirmed by PCR genotyping for the null allele and qRT-PCR for the Ino80 transcripts (Figure 1A,B). Immunofluorescence analysis revealed no difference in the expression of Nanog, Oct4, Sox2, or SSEA1 between CONT and Ino80 iKO ESCs without 4-OHTM treatment (Figure 1C). This indicated that the maintenance of the established Ino80 iKO ESCs is not altered without 4-OHTM treatment.

Consistent with previous reports, Ino80 iKO ESCs maintained in either 2i- or serum-media were less proliferative and underwent cell death following 4-OHTM treatment [17,22,23,26,27,28]. However, despite the comparable expression levels of Ino80 in both culture conditions, the phenotypes in 2i–ESCs were less severe than those in serum–ESCs after Ino80 deletion (Figure 1B,D; microscope analysis). To measure cell growth in more detail, 20,000 4-OHTM-treated ESCs were seeded and counted at days 2, 3, and 4 after seeding. Significant retardation of cell growth was detected in serum–iKO ESCs (Figure 1E). This finding was further confirmed by flow cytometric analysis. Flow cytometry revealed significant cell death in serum–iKO ESCs (Figure 1F). Interestingly, a more extended G1-phase was also detected in the Ino80 iKO ESCs than in CONT ESCs, and the extension of the G1-phase depended on cell culture conditions; the extension of the G1-phase was much greater in serum–ESCs than in 2i–ESCs (8.47% in 2i–ESCs vs. 12.96% in serum–ESCs) (Figure 1G, Supplementary Figure S1). Panels of flow cytometric analysis of cell cycle were included in Supplementary Figure S2. The serum–iKO ESCs included considerably more apoptotic cells than 2i–ESCs. The differential expression of Cdkn1a, a cell cycle arrest-related gene, was confirmed by qRT-PCR (Figure 1H).

### 2.2. Ino80 Loss Alters Expression of Genes Related to Cell Cycle

We analyzed the underlying mechanism by which Ino80 loss causes cell cycle arrest and apoptosis. First, publicly available RNA-seq (GSE158545) and ChIP-seq (GSE158454) datasets were obtained and reanalyzed. Our analysis identified 5483 differentially expressed genes [(DEGs; cutoff values: fold change (FC) ≥2, fragments per kilobase of transcript per million (FPKM) ≥2)] with four different groups (Figure 2A). Among these groups, groups 2 and 4 showed unique patterns of gene expression profiles. Group 2 (801 genes) was more repressed in primed ESCs by Ino80 deletion, including genes related to amino acid biosynthesis, translation, and cell cycle, whereas group 4 (622 genes) was enhanced in primed ESCs by Ino80 deletion, including genes related to cell cycle arrest, apoptosis, and transcription. Then, we examined whether the genes associated with cell cycle and apoptosis were direct targets of Ino80. The analysis revealed that Ino80 bound to the TSS of 30 out of 44 cell cycle-related genes (68.18%) and 41 out of 68 apoptosis-related genes (60.29%) in group 2. In addition, Ino80 bound to the TSS of 17 out of 27 cell cycle-related genes (62.96%) and 41 out of 70 apoptosis-related genes (58.57%) in group 4 (Figure 2B). Genes (RB1, Cdkn1a, Cdkn2a, Mdm2, and Cdkn2b) enhanced by Ino80 knockout (KO) in group 4 were mainly negative cell cycle regulators of the G1-phase. Representative genes in group 2 (Ccne1 and Cdkn1b) and group 4 (Rb1 and Cdkn1a) are shown in Figure 2C. Although the difference in levels of gene expression by Ino80 deletion was subtle in naïve ESCs, the decrease (group 4) or increase (group 2) in gene expression by Ino80 deletion was much greater in primed ESCs. Gene ontology enrichment analysis (GO term analysis) for genes revealed that Ino80 directly binds to TSS in groups 2 and 4, indicating “G1/S transition of mitotic cell cycle”, “positive regulation of apoptotic process”, and “negative regulation of apoptotic process” (Figure 2D).

### 2.3. Abnormal Cell Cycle Profile Is Persistent in Differentiating ESCs

We sought to determine whether Ino80-mediated cell cycle control persists in differentiating ESCs. Thus, both CONT and Ino80 iKO ESCs were subjected to differentiation toward the mesodermal lineage by culturing the cells in differentiating media with 4-OHTM. Both cells proliferated and formed embryoid bodies (EBs). However, differentiating ESCs from iKO EBs (referred to as Diff–iKO ESCs) after 4-OHTM treatment from day 5 grew slower than those from CONT EBs (referred to as Diff–CONT ESCs) (Figure 3A). To determine whether the cell cycle is impaired and apoptosis is induced in Diff–iKO ESCs, flow cytometry was performed. Interestingly, Diff–iKO ESCs displayed a mildly shortened G1-phase, significantly extended S-phase, and an increase in apoptotic cells (Figure 3B,C, Supplementary S3). Panels of flow cytometric analysis of cell cycle were included in Supplementary Figure S4.

### 2.4. Ino80 Loss Impairs Expression of Genes Involved in Differentiation of Mesodermal Lineages

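RNA from 1 culture of differentiating control ESCs (Diff–CONT) and 1 culture of differentiating inducible Ino80 knockout ESCs (Diff–iKO) was sequenced, so each condition had 1 library and no difference between them has a replicate check. The paper describes both lines as carrying the floxed Ino80 allele, with CreER only in the knockout line, while the sample labels call the control line wild type. The cells formed EBs, were placed in differentiation medium from day 5 with 0.5 µM 4-OHTM, which activates CreER, and were collected on day 12. Libraries were made from 1 µg of total RNA with a stranded mRNA kit and sequenced as paired-end reads. The authors deposited FPKM values for 24354 genes. The methods name STAR, the mm10 genome and the Cuffquant and Cuffnorm tools for the FPKM values, without naming the gene annotation. The FPKM values of genes with a single transcript rise in steps that correspond to 1 fragment, and 85.6% of the low values in the Diff–CONT library and 84.0% of those in the Diff–iKO library were whole multiples of the step, against 40% by chance. From these steps, about 30012067 fragments lay on genes in the Diff–CONT library and 23253259 in the Diff–iKO library. The number of fragments behind each gene gave an exact (Clopper-Pearson) 95% interval on its log2 ratio, which covers counting error only and not the variation between cultures.
Ino80, the targeted gene, lies on chromosome 2 from 119373042 to 119477687 of GRCm38 (mm10). Its FPKM was 8.90 in the library labelled Diff–CONT and 10.3 in the library labelled Diff–iKO, a log2 ratio of 0.21 (interval 0.11 to 0.31), so the whole-gene value was not lower in the library labelled as the knockout. The reverse primer of the paper's Ino80 qPCR lies in exon 6, which runs from 119451330 to 119451450 and makes up 121 of the 6354 nucleotides (1.90%) of the transcript with 36 exons. FPKM per gene does not resolve single exons. Because Ino80 does not separate the libraries in the direction of the labels, directions are given for the library labelled Diff–iKO relative to the library labelled Diff–CONT.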

We performed an RNA-seq analysis for differentiating ESCs to understand the underlying molecular mechanism by which Ino80 potentially regulates cell proliferation, survival, and differentiation. 

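With the cut-off of the paper's methods, FC ≥ 2 and FPKM ≥ 2, taken without a pseudocount and with FPKM ≥ 2 in at least 1 library, 833 genes were higher and 1038 genes were lower in the library labelled Diff–iKO, which is 15.1% of the 12376 genes that reached the FPKM minimum. No p-value belongs to these counts. Of them, 10 higher genes were listed at 0 in the Diff–CONT library and 14 lower genes were listed at 0 in the Diff–iKO library. The fold change was under 2.2 for 156 of the higher and 226 of the lower genes, and 345 higher and 469 lower genes had FPKM ≥ 2 in only 1 library. All 807 upregulated and 1002 downregulated genes of the paper's Table S1 were past the cut-off in the same direction, with 62 further genes. With a pseudocount of 0.1 added to each FPKM, 807 genes were higher and 1002 lower, and every one of them was in Table S1. The counts moved most when the fold change minimum was raised to 4, which left 278 higher and 237 lower genes, and when the filter on FPKM was dropped, which gave 2794 higher and 2761 lower genes. Across the 11161 genes with FPKM ≥ 2 in both libraries, Pearson's r of log2 FPKM was 0.925, a correlation across genes, which are not independent replicates.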

Our analysis identified 1809 DEGs, of which 807 genes were upregulated and 1002 genes were downregulated by Ino80 KO (Figure 4A, Supplementary Table S1). Our analysis revealed that the genes involved in mesoderm-derived organogenesis were aberrantly expressed. In particular, GO analysis showed that the genes regulating development of heart, blood vessel, cartilage, and kidney were repressed in Diff–iKO ESCs (Figure 4A). 

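Lists of lineage genes fixed before the deposited values were examined were compared between the libraries. The paper and its supplement, which report changed genes from these libraries, were available by then. Some members, such as Calcrl and Mgp, are genes that the paper names as changed, so the lists are not fully independent of these data. Each list was given as the median log2 ratio of FPKM + 0.1 over members with a mean FPKM of at least 1, and set beside 10000 random lists of the same size matched on mean expression, as a description of these libraries. The 17 cardiomyocyte genes had a median of -1.80 in the library labelled Diff–iKO relative to the library labelled Diff–CONT, with 16 of them lower. The median was -1.42 for 20 endothelial genes, of which 16 were lower, and -0.99 for 21 mesenchyme genes, of which 19 were lower. None of the random lists had a median as low as these lists. The median of the 14 chondrocyte genes was -0.75, at percentile 0.14 of the random lists, and 10 genes were lower. Restricting the lists to genes with a mean FPKM of at least 5 moved the chondrocyte median to -0.31, at percentile 5.9, and the endothelial median to -0.83, at percentile 0.08. The 12 kidney progenitor genes had a median of -0.64, at percentile 2.48 and so at the edge of the random range, which ended at -0.64. With random lists also matched on transcript length it lay at percentile 2.59, and with all 16 members counted its median was -0.87, at percentile 0.16. Lower medians were not limited to mesoderm lineages. The extraembryonic endoderm list had a median of -2.28 and the neural list one of -0.55, at percentile 0.27. The pluripotency list (2.11) and the trophoblast list (2.21) were higher. The lower mesoderm medians therefore do not show an effect specific to mesoderm. Within the endothelial list, Pecam1 rose from an FPKM of 16.2 to 53.9 and Eng from 7.31 to 28.9, against the direction of the list. Robo4 of that list (1.05 to 2.36), Nppb of the cardiomyocyte list (1.85 to 8.88) and Ret of the kidney progenitor list (2.23 to 4.64) also rose past the cut-off. In the mesenchyme list, Col1a1 (880 to 1199) and Fn1 (672 to 1150) rose without reaching it. The troponin gene Tnnt2 fell from 14.7 to 4.17 (log2 ratio -1.82, interval -2.17 to -1.48), while Tpm1, an alpha-tropomyosin gene, was 689 and 686. These are RNA values per gene over the whole culture. They separate neither transcript forms nor cell types, and they do not measure the protein or the number of stained cells.

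**Figure D1:**
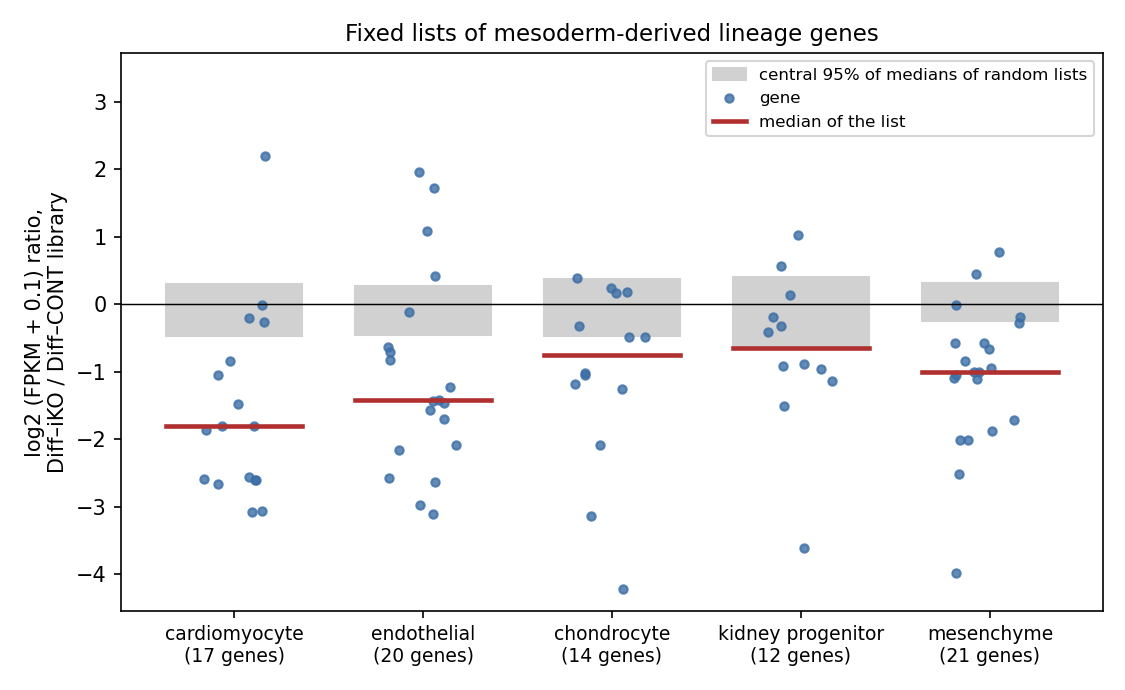
Log2 ratio of FPKM + 0.1 between the library labelled Diff–iKO and the library labelled Diff–CONT for the genes of 5 lineage lists. Each point is a gene, red lines are list medians and grey boxes are the central 95% of the medians of 10000 random lists. The median of the cardiomyocyte list is the lowest at -1.80, and that of the kidney progenitor list lies at the edge of its box.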

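The genes that Table S2 lists under these terms were looked up among the FPKM values. All 48 genes listed under heart development were past the cut-off and lower in the library labelled Diff–iKO, with a median log2 ratio of FPKM + 0.1 of -1.54. The same held for the 34 genes of kidney development (median -1.39), the 25 genes of cartilage development (median -1.66) and the 42 genes of angiogenesis (median -1.43). These genes were chosen by the paper from the same libraries for being lower, so their direction is fixed by that choice. Angiogenesis is also a term of the upregulated genes in Table S2, where its 27 genes were all past the cut-off and higher, with a median of 1.27. Among the genes with the highest FPKM of each term, Gpc3 of kidney development fell from 659 to 199.9 and Col2a1 of cartilage development from 89.9 to 21.2. Col3a1, listed under both heart and cartilage development, fell from 386 to 187 and had a log2 ratio of -1.04 (interval -1.06 to -1.02). From the terms enriched among the downregulated genes, the paper concludes that genes regulating the development of these mesoderm-derived organs were repressed without Ino80.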

GO terms were included in Supplementary Table S2. Representative genes associated with mesodermal lineage development are shown in Figure 4B. 

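Hoxb9, on chromosome 11 from 96271457 to 96276595, had an FPKM of 2.15 in the Diff–CONT library and 9.83 in the library labelled Diff–iKO, a log2 ratio of 2.19 (95% counting interval 1.93 to 2.46). Cav1, on chromosome 6 from 17306335 to 17341452, was 13.4 and 28.8. Its log2 ratio of 1.10 had an interval of 0.98 to 1.22, which includes the cut-off of 1. The other 3 genes were lower in the library labelled Diff–iKO. Calcrl, which encodes a receptor of the calcitonin family and lies on chromosome 2 from 84330626 to 84425411, fell from 3.13 to 0.991, a log2 ratio of -1.66 (interval -1.98 to -1.34). Fat4, a cadherin gene on chromosome 3 from 38886940 to 39011985, fell from 5.05 to 2.19 (-1.20, interval -1.32 to -1.09). With a pseudocount of 1 its log2 ratio was -0.92 and no longer past the cut-off. Mgp, the matrix Gla protein gene on chromosome 6 from 136872435 to 136875823, fell from 83.2 to 41.1. Its log2 ratio of -1.02 had an interval of -1.19 to -0.85, so counting error alone does not place it on either side of the cut-off.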

Immunofluorescence analysis revealed that cardiac lineage (cTnT(+) and alpha-tropomyosin (+)) cells were reduced in Diff–iKO ESCs (Figure 4C).

### 2.5. Conserved and Unique Alteration of Gene Expression between Undifferentiated and Differentiating iKO ESCs

We examined whether genes differentially expressed by Ino80 KO in ESCs are also altered in Diff–iKO ESCs. 

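Which genes belong to groups 2 and 4 of Figure 2A was not analysed here, apart from the genes that Table S3 names under its GO terms. That table names 5 upregulated and 50 downregulated genes of group 2, and 32 upregulated and 7 downregulated genes of group 4. All of them were past the cut-off in the library labelled Diff–iKO in the direction the table gives. They were selected by the paper from these libraries with the same kind of cut-off.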

As shown in Figure 5A, 22 and 138 out of 801 DEGs in group 2 were upregulated and downregulated by Ino80 depletion, respectively, whereas 96 and 14 out of 622 DEGs in group 4 were upregulated and downregulated by Ino80 depletion, respectively (Figure 5A). 

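Among the genes of group 4 that Table S3 lists as upregulated, 3 are listed under the DNA damage response by p53 that ends in cell cycle arrest, namely Cdkn1a, Ptprv and Pml, and 8 under apoptotic process. All were past the cut-off and higher in the library labelled Diff–iKO. Pml rose from an FPKM of 13.9 to 31.1 (log2 ratio 1.16, counting interval 1.08 to 1.25), Sod1 from 388 to 1024 (1.40, interval 1.35 to 1.45) and Bcap31 from 118 to 265 (1.17, interval 1.11 to 1.23). Ptprv rose from 0.972 to 2.91, and its log2 ratio of 1.58 became 0.99 with a pseudocount of 1. Of the downregulated genes of group 2, 9 are listed under apoptotic process, all past the cut-off and lower. They include Ndufa13 (log2 ratio -1.27, interval -1.41 to -1.14) and Mapk3 (-1.08), whose interval of -1.17 to -0.99 includes the cut-off. For these terms the paper's table gives an FDR of 0.780 for the p53 term and of 1 for both lists of apoptotic process.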

Interestingly, subsets of genes categorized into cell cycle- or apoptosis-related GO terms observed in serum–iKO ESCs were also altered. Furthermore, our analysis showed that genes related to mesoderm lineage differentiation were significantly altered in Diff–iKO ESCs (Figure 5B, Supplementary Table S3). Therefore, our analysis established that Ino80 function is required for the regulation of not only lineage-controlling genes, but also cell cycle-controlling genes in both serum–iKO ESCs and Diff–iKO ESCs. However, our analysis uncovered that, unlike serum–iKO ESCs, Ccne1 and Anxa11 included in group 2 were upregulated in Diff–iKO ESCs (Figure 2B and Figure 5C). These genes affect the G1/S transition, and this may explain the different phases of cell cycle arrest in serum–iKO ESCs and Diff–iKO [30,31,32].

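The 7 downregulated genes of group 4 in Table S3 include Eomes, a T-box transcription factor gene, which fell from an FPKM of 5.25 in the Diff–CONT library to 1.48 in the library labelled Diff–iKO (log2 ratio -1.83, counting interval -2.17 to -1.50). Tek, an endothelial receptor gene, fell from 5.39 to 1.95 (-1.47, interval -1.72 to -1.22) and Tgfbr3 from 14.5 to 5.45 (-1.41, interval -1.53 to -1.29). Apln rested on 35 fragments in the library labelled Diff–iKO, and its log2 ratio of -1.95 became -0.99 with a pseudocount of 1. Of the 5 genes of group 2 listed under kidney development, Greb1l fell from 15.1 to 2.14 (-2.82, interval -2.97 to -2.67), Mpst from 26.0 to 6.77 (-1.94, interval -2.19 to -1.70) and Vegfa from 107 to 41.9 (-1.35, interval -1.51 to -1.19).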

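Over 43 genes of G1/S and S phase, fixed before the data were examined, the median log2 ratio of the library labelled Diff–iKO was -0.10, at percentile 7.1 of random lists. Over 53 genes of G2/M it was -0.08, at percentile 2.09, and at percentile 2.74 when the random lists were also matched on transcript length. In the first list 1 gene was past the cut-off, and in the second list 0 genes were. Among cell cycle regulators that the paper names, Cdkn2b rose from an FPKM of 14.4 to 37.0 (log2 ratio 1.36, counting interval 1.21 to 1.52) and was past the cut-off. Rb1 (0.38), Cdkn2a (0.88) and Mdm2 (0.95) were higher and Cdc25b (-0.74) was lower, each with an interval that excludes 0 and none past the cut-off. The intervals of Cdkn2a (0.69 to 1.07) and Mdm2 (0.90 to 1.00) reach the cut-off. From the genes shared with serum-cultured ESCs, the paper concludes that Ino80 is required for the regulation of cell cycle genes in both states.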

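Ccne1, the cyclin E1 gene on chromosome 7 from 38097984 to 38107534, had an FPKM of 22.8 in the Diff–CONT library and 37.6 in the library labelled Diff–iKO. The fold of 1.65, a log2 ratio of 0.72 (95% counting interval 0.61 to 0.83), was higher beyond counting error and did not reach the cut-off of FC ≥ 2. Anxa11, an annexin gene on chromosome 14 from 25842156 to 25886804, rose from 12.1 to 25.8, a fold of 2.13 and a log2 ratio of 1.09 (interval 0.96 to 1.22). Anxa11 was past the cut-off, and was just under it (log2 ratio 0.997) when each library was scaled to the same sum.

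**Figure D2:**
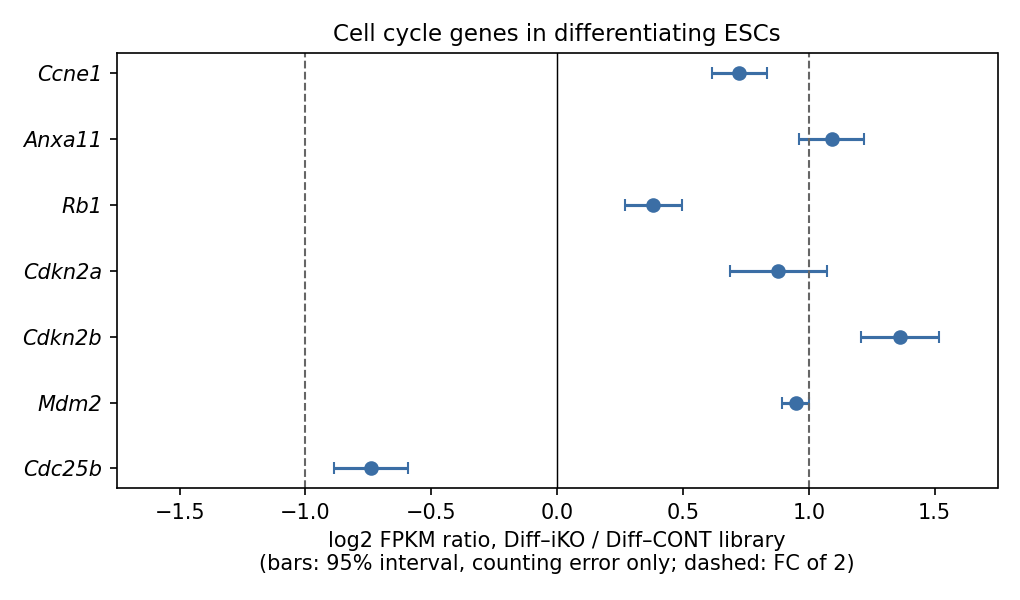
Log2 FPKM ratio between the library labelled Diff–iKO and the library labelled Diff–CONT for 7 genes, with 1 library per condition. Points are ratios, bars are 95% intervals for counting error only and dashed lines mark FC of 2. Anxa11 (1.09) and Cdkn2b (1.36) lie past the cut-off, and Ccne1 (0.72) lies between 0 and the cut-off.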

## 3. Discussion

Ino80 is a member of the ATP-dependent chromatin remodeler family that plays critical roles in diverse developmental processes [9,11,12,13,14,17,18,21,24,27,28]. Previous studies have demonstrated that Ino80 loss causes embryonic lethality due to severe growth retardation, and its function is required for transcriptional regulation, DNA replication, DNA damage repair, and genome stability [15,23]. Moreover, several genetic studies have shown that Ino80 loss leads to impaired cell proliferation and cell death [11,13,14,17,18,22,23,26,27,28]. Previously, Ino80 function was shown to be required for the regulation of cell cycle in yeast [33,34].

Ino80 contributes to the regulation of pluripotency- or differentiation-related transcription by binding to TSS [14,24,28]. For example, a recent study on mESCs revealed that cells lacking Ino80 had a lower self-renewal ability with decreased expression levels of pluripotency markers and more dynamic expression levels of lineage markers [24,28]. Its function in ESC maintenance seems to be clearly differential depending on culture conditions, as variability in gene expression change was more prominent in serum–ESCs than in 2i–ESCs following Ino80 depletion [14,28]. Yu et al. showed that this tendency is tightly controlled by an epigenetic mark of H3K4me3 and H3K27me3 bivalency [28]. In addition to the Ino80 function in transcriptional control, it was shown that the more ESC transitioned from the naïve state to the primed state, the greater the cell loss caused by Ino80 depletion [14,28]. These findings imply that Ino80 is required for primed ESCs to maintain pluripotency, suppress differentiation, and properly proliferate. However, the mechanism by which Ino80 regulates ESC maintenance remains unclear. Furthermore, its regulatory role in differentiating ESCs has not yet been defined.

In the present study, the retention in the G1-phase of 2i–iKO ESCs was considerably longer than that of serum–iKO ESCs, which displayed an extended cell cycle compared with 2i–ESCs (Figure 1G). We showed that Ino80 loss extended the period of G1-phase more in serum–ESCs by upregulating RB1, Cdkn1a, Cdkn2a, and Cdkn2b, which are known to induce G1 arrest (Figure 2B). It has previously been demonstrated that Cdkn1a is negatively regulated by Ino80 [10]. Interestingly, the majority of the cell cycle and apoptosis genes belong to genes with bivalent domains (data not shown) [28]. However, Ino80 also promoted the expression of certain cell cycle regulatory genes (Ccne1, Cdc25b, and Cdkn1b). These findings are consistent with previous studies that showed that Ino80 contributes to either transcriptional activation or repression in a context-dependent manner [17,24,27,28].

RB function is critical, but not necessary, for the regulation of ESC cycle. A lower RB activity in 2i–ESCs with a longer G1-phase indicates that alteration of RB activity by Cdkn1a and Cdkn1b is critical to extend the G1-phase in ESCs [4]. In contrast, Wirt et al. demonstrated that G1 arrest in mESCs can occur via an RB-independent pathway [35]. Aberrant RB function leads to an abnormal cell cycle in various cancer cells. It has been shown that mutations in both RB and CDKN2A leads to resistance of rapamycin-mediated cell death in breast cancer cells. RB, along with p14^ARF^, the CDKN2A gene product, suppresses E2F family transcription factors that promote cell cycle progression from G1 to S phase in breast cancer cells [36]. Unlike in serum–ESCs, enhanced Cdkn1a expression by Ino80 knockdown in 293T cells causes G2 arrest; thus, Cdkn1a potentially regulates not only G1/S transitions but also G2/M transitions [10]. G1 arrest was more prominent in pRb-positive cells, which is in accordance with the prolonged G1 arrest observed in serum−ESCs [4,20]. An elevated level of Cdkn1b, like that of Cdkn1a, causes G1 arrest when Cdkn1b is upregulated in HeLa S3 cells [37]. However, our analysis showed a decreased expression of Cdkn1b in iKO serum–ESCs. This may be explained by the fact that the expression of Ccne1, a main target of Cdkn1b, is reduced by Ino80 KO, which in turn induces G1 arrest [38]. Thus, Ccne1 is one of the targets of E2F, which is regulated by RB [39].

Therefore, the present study, along with other previous studies, suggests that Ino80 has an Rb-dependent function in the cell cycle of ESCs by changing G1-phase regulators, including Cdkn2a, Cdkn1a, Ccne1, and Cdkn1b [4]. With regard to cell apoptosis, however, both “positive regulation of apoptotic process” and “negative regulation of apoptotic process” were simultaneously detected in serum–iKO ESCs (Figure 2D). The apoptotic phenotype in serum–ESCs may be caused by either Ino80 deletion-mediated G1 arrest or additional factors. Murada et al. showed that G1 arrest is associated with apoptosis in human breast cancer cells [40], and Keil et al. demonstrated that a longer S-phase results in a higher rate of apoptosis after Ino80 deletion in neural progenitors [27]. These results are consistent with the phenotypes of Ino80 KO embryos, which can undergo implantation but fail to develop beyond the egg cylinder stage, corresponding to primed ESCs [14].

Qiu et al. showed that Ino80-depleted ESCs nearly fail to differentiate, form teratomas in vivo, and exhibit incomplete formation of EBs in vitro. Our differentiation of iKO ESCs in normal differentiation media also failed to generate EBs of a homogeneous size [14]. Thus, in our differentiation experiment, we replaced the normal differentiation medium with medium containing KnockOut™ Serum Replacement (KSR), which can efficiently produce EBs [21].

Diff–iKO ESCs exhibited limited differentiation potential and low proliferation rate. The Ino80 KO effect is associated with not only aberrant transcriptional regulation but also genome instability in various differentiated cells [11,17,18,22,27]. Ino80 represses the expression of trophoblastic invasion-related genes during trophoblast development, and recurrent miscarriages can occur when Ino80 is suppressed [18]. During neural progenitor cell (NPC) differentiation, genes involved in double strand break (DSB) repair pathways are mainly upregulated by Ino80 deletion, but NPC differentiation-related genes are suppressed [27]. The function of Ino80 is to regulate gene expression in developing spermatocytes. Thus, Ino80 deficiency in murine spermatocytes causes failure of spermatogenesis; it leads to an aberrant repair of DNA double-strand breaks, resulting in apoptosis [17]. Moreover, Ino80 occupies E2F target gene promoters, suppresses their expression, and increases S-phase occupancy, and its loss in vascular endothelial cells causes defects in cardiac compaction [11]. In the present study, the DEGs (Hoxb9, Cav1, Calcrl, Fat4, and Mgp) in Diff–iKO ESCs were mainly included in the GO terms of mesodermal lineage development (Figure 4A). Ino80-silenced MSC grown in an osteogenic environment exhibit decreased mRNA levels of osteoblast-specific genes [12]. Interestingly, differentiation-related genes that were upregulated by Ino80 in primed ESCs were downregulated in Diff–iKO ESCs (Figure 5B), suggesting that regulatory mechanism(s) of cell cycle- and differentiation-related genes by Ino80 in primed ESCs appear similar, but they could be different in differentiating ESCs.

Our analysis showed that the differentiating ESCs also aberrantly expressed cell cycle genes in primed ESCs and exhibited increased apoptosis (Figure 3B and Figure 5B). Interestingly, Diff–iKO ESCs exhibited an extended S-phase compared with Diff–CONT ESCs (Figure 3C). The prolonged S-phase found in differentiating ESCs is in line with earlier research showing that the Ino80 complex activates the transcription of S-phase genes by binding to mlui-binding factor (MBF)-regulated promoters in yeast, and Ino80 accelerates the S-phase by decreasing the expression of E2F target gene in differentiated cells [11,33]. Interestingly, our RNA-seq analysis of Diff–iKO ESCs revealed a conserved Ino80 function in the regulation of cell cycle and apoptosis, as some of the group 2 and 4 genes were identified in Diff–iKO ESCs. Moreover, the expression pattern of Cdkn1a and Cdkn1b was maintained in Diff–iKO ESCs. However, we observed altered expression patterns of Ccne1 and Anxa11 in Diff–iKO ESCs, which differed from those in serum–iKO ESCs, and they may be associated with the longer S-phase (Figure 3C and Figure 5C). 

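Cdkn1a, which encodes P21 and lies on chromosome 17 from 29090976 to 29100727, had an FPKM of 78.1 in the Diff–CONT library and 157 in the library labelled Diff–iKO. The fold of 2.01 lay at the cut-off, and the log2 ratio of 1.01 had a 95% counting interval of 0.92 to 1.10. It was 0.91, under the cut-off, when each library was scaled to the same sum. Cdkn1b, which encodes P27 and lies on chromosome 6 from 134920401 to 134925513, fell from 24.8 to 8.86, a log2 ratio of -1.49 (interval -1.64 to -1.33).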

S-phase is prolonged when CCNE1 is overexpressed or amplified in an E2F dependent manner in ovarian cancer cells [30,31]. The downregulation of Anxa11 in AGS and SGC-7901 cell lines leads to a significant decrease in the percentage of cells in the S-phase [32].

However, although the apoptotic rate was increased in Diff–iKO ESCs, no corresponding DEGs were found, suggesting that apoptosis may have occurred via an unknown mechanism. 

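Over 38 genes of the apoptosis machinery, fixed before the data were examined, the median log2 ratio of the library labelled Diff–iKO was -0.03, at percentile 42.4 of random lists, with 16 genes higher and 22 lower. In this list 0 genes were past the cut-off upward and 1 gene downward. Over 29 targets of p53 the median was 0.64, above all of the 10000 random lists, with 26 genes higher and 3 lower. Of these, 5 genes were past the cut-off upward and 1 gene, Ddit4 (FPKM 83.1 to 36.4), downward. The 5 genes include Cdkn1a and Ptprv, which the paper lists as upregulated under its p53 term, so their rise was known from these libraries beforehand. The lists share Bax, Bbc3, Fas and Pmaip1. Bax rose from an FPKM of 109 to 185 (log2 ratio 0.77, counting interval 0.69 to 0.85) and Ccng1 from 94.4 to 175 (0.89, interval 0.86 to 0.93), neither past the cut-off.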

Aberrant DNA repair by Ino80 loss may be one of these mechanisms [13]. Alternatively, Xu et al. proposed that apoptosis might be caused by S-phase arrest [41].

## 4. Materials and Methods

### 4.1. Animals and Generation of Ino80 iKO ESCs

All mouse strains were bred at Konkuk University, Korea (IACUC#; KU21020). Ino80 conditional allele mice (stock# 07816) were purchased from ICS, Institute Clinique de la Souris, and Gt (ROSA26^CreER^) (stock# 004847) mice were purchased from Jackson Laboratory (Bar Harbor, USA). The CF-1 mouse strain used for the production of feeder cells was purchased from the Laboratory Animal Resource Center in Korea Research Institute of Bioscience and Biotechnology (KRIBB). To produce Ino80^2f/2f^ ROSA26^CreER^ mouse embryos (referred to as Ino80 iKO), female Ino80^2f/2f^ mice were crossed with male Ino80^2f/+^ ROSA26^CreER^ mice. For timed mating, the vaginal plug was checked, and female mice were sacrificed at E3.5 to generate Ino80 iKO mESCs. At E3.5, blastocysts were harvested from the uterus in M2 medium (Sigma-Aldrich, St. Louis, MO, USA) and placed in pronase to remove the zona pellucida. Zona pellucida-free blastocysts were transferred to a culture dish containing mitomycin-C-treated mouse embryonic fibroblast (MEF). Ino80^2f/2f^ ROSA26^CreER^ blastocysts were used as the experimental group and Ino80^2f/2f^ blastocysts were used as the control group in this study. The established ESCs were maintained in serum-free 2i/LIF culture condition (2i) or serum [15% fetal bovine serum (FBS) (S001-01; Welgene, Gyeongsan-si, Gyeongsangbuk-do, Republic of Korea)] culture condition on a 0.2% gelatin-coated dish.

### 4.2. ESC Differentiation

For EBs formation, ESCs were induced to the primed state in serum-medium for two days. Then, 500,000 ESCs were suspended in 5 mL KSR medium [Dulbecco’s Modified Essential Medium (DMEM) (SH30243.01; Hyclone, Logan, UT, USA) supplemented with 8% KSR (10828028; Gibco, Carlsbad, CA, USA), penicillin/streptomycin (Gibco, Carlsbad, CA, USA), and β-mercaptoethanol (Gibco, Carlsbad, CA, USA)] to allow them to form EBs. The EBs were fed every 2 days. At day 4 of EBs formation, the EBs were transferred to a 0.2% gelatin-coated culture dish containing KSR medium and allowed to attach. The following day, EBs were fed with differentiation medium [DMEM (Hyclone, Logan, UT, USA) supplemented with 15% FBS (S001-01; Welgene, Gyeongsan-si, Gyeongsangbuk-do, Korea), Minimum Essential Medium (MEM) non-essential amino acids (Gibco, Carlsbad, CA, USA), penicillin/streptomycin (Gibco, Carlsbad, CA, USA), sodium pyruvate, β-mercaptoethanol (Gibco, Carlsbad, CA, USA), and BMP4 (314-BP-010; R&D Systems, Minneapolis, MN, USA)] with 0.5 µM 4-OHTM (H6278; Sigma-Aldrich, St. Louis, MO, USA), and cultured for 7 days.

### 4.3. PCR Genotyping

For genotyping, mESCs or mouse tissues were lysed in 25 mM NaOH at 95 °C for 30 min or 2 h, respectively. The lysates were neutralized with 1 M Tris-Cl. PCR was performed using e-Taq DNA polymerase (SET15-R500; Solgent, Yuseong-gu, Daejeon, Republic of Korea) with the following conditions: pre-denaturation for 5 min at 94 °C, 35 cycles of denaturation for 30 s at 94 °C, primer annealing for 30 s at 58 °C or 62 °C, extension for 30 s at 72 °C, and a final extension for 7 min at 72 °C. Electrophoresis was performed on a 2% agarose gel, and PCR products were confirmed using UV light. The following primer sets were used for the detection of null allele and ROSA-CreER gene: Ino80 null primer (forward 5′-GGC AGC CCA AGG TAG ACT CAG CC-3′, reverse 5′-AGG CCT TAT TTA GCT CAG GTT GGC −3′) (amplicon size, WT allele: 879 bp and KO allele: 248 bp) and ROSA-CreER primer (forward 5′-CAT GAA CTA TAT CCG TAA CCT GGA-3′, reverse 5′-CAT CCA ACA AGG CAC TGA CCA TCT-3′) (amplicon size, 197 bp).

### 4.4. Analyses of Cell Proliferation, Cell Cycle, and Apoptosis

After seeding 20,000 4-OHTM-treated cells on 0.2% gelatin-coated plates, the cells were harvested and counted on days 2, 3, and 4. Cell counting was performed using the automatic cell counter EVE^TM^ (EVE-MC; NanoEntek). For cell cycle analysis, the cells were fixed with 80% ethanol at 4 °C for ~16 h and treated with RNase A solution (R6148; Sigma-Aldrich, St. Louis, MO, USA) for 2 h after washing with ice cold Dulbecco’s Phosphate-Buffered Saline (DPBS). Then, the cells were stained with propidium iodide (556463; BD Pharmingen, Franklin Lakes, NJ, USA) and subjected to flow cytometric analysis using CytoFLEX (Beckman Coulter, Brea, CA, USA). For the measurement of apoptotic cells, an FITC-conjugated Annexin V Apoptosis Detection Kit I (556547, BD Pharmingen, Franklin Lakes, NJ, USA) was used.

### 4.5. Immunofluorescence

The cells were fixed in 4% Paraformaldehyde (PFA) in Phosphate-buffered saline (PBS) at room temperature (RT) for 5 min. The fixed cells were permeabilized in PBS with 0.2% Triton X-100 at RT for 5 min. Then, the cells were incubated for 1 h at RT in blocking solution (3% donkey serum and 2% bovine serum albumin in PBS). Cells were incubated overnight with primary antibodies in blocking solution at 4 °C. The primary antibodies used in the study were anti-cTnT (ab8295; Abcam, Cambridge, UK) and anti-alpha-trophomyosin (ab109505; Abcam, Cambridge, UK). The cells were washed thrice with 0.1% Tween20 in PBS and then incubated with secondary antibodies for 1 h at RT. To visualize the nuclei, 4′, 6-diamidino-2-phenylindole (DAPI) was diluted in PBS (1:1000). Images were captured using a confocal microscope Zeiss LSM800.

### 4.6. Quantitative RT-PCR Analysis

Total RNAs from cells were extracted using RNeasy Plus Mini Kit (74104; Qiagen, Hilden, Germany), and cDNA was synthesized using the TOPscript RT DryMix cDNA synthesis kit (RT211; Enzynomics, DE, KR) according to the manufacturer’s instructions. The following primer sets were used for qRT-PCR: mGAPDH primer (forward 5′-CAT GGC CTT CCG TGT TCC TA-3′, reverse 5′-GCC TGC TTC ACC ACC TTC TT-3), mIno80 primer (detecting exon 6) (forward 5′-AAG GAG TTG CAG CAG TAC CA-3′, reverse 5′-TCT TCT TTT TGG GTC CAA GC-3′), and mCdkn1a primer (forward 5′-TTG CAC TCT GGT GTC TGA G-3′, reverse 5′-GTG ATA GAA ATC TGT CAG GCT G-3′). qRT-PCR was performed in StepOnePlus™ Systems (Applied Biosystems, Waltham, MA, USA) using Fast SYBR^®^ Green Master Mix (4385616; Applied Biosystems, Waltham, MA, USA). The expression levels of the target genes were normalized with GAPDH level in each sample.

### 4.7. RNA-seq and ChIP-seq Analysis

Total RNA samples were prepared from differentiating ESCs (Diff–CONT and Diff–iKO ESCs) using RNeasy Kits (74,104; Qiagen, Hilden, Germany). For RNA-seq library preparation, 1 µg of total RNA was used for the preparation of the RNA-seq library using the TruSeq Stranded mRNA Sample Preparation Kit. Paired-end sequencing reads were produced on illumina NextSeq 500 sequencing platform.

RNA-seq (GSE158545) and ChIP-seq (GSE158545) were downloaded from the NCBI Gene Expression Omnibus (GEO) [28] and mapped to the mm10 mouse genome assembly using STAR (v2.7.9a) with the default option [42]. FPKM values were generated using the Cuffquant and Cuffnorm tools of the Cufflinks toolset (v2.2.1) [43]. DEGs were determined as FC ≥ 2 and FPKM ≥ 2. The heatmap was generated using the heatmap.2 tool in R [44] with FPKM values of selected DEG and clustered with the hclust tool in R [43]. GO term analysis was conducted using the DAVID web tool (version 2021) [45]. The GO term results were visualized using the GO circle package or ggplot2 (bubble plot) in R. Raw ChIP-seq reads were mapped to the mm10 mouse genome assembly using Bowtie2 (2.3.5.1) [46]. The mapping file (SAM file) was converted into a BAM file and sorted using the same tools (1.11) [47]. Peaks were detected using the MACS2 tool [48] and then applied to MACS2 bdgcmp to remove noise signals. Peak annotation to the “promoter-TSS” for each sample was obtained using Homer annotation peaks [49]. RNA-seq and ChIP-seq data were visualized using the Integrative Genomics Viewer (IGV) tool [50].

### 4.8. Statistical Analysis

All statistical analyses were performed using GraphPad Prism version 8.0.2 (GraphPad Software Inc., La Jolla, CA, USA). One-way ANOVA with Tukey’s test as post hoc analysis was used for Ino80 qRT-PCR data, apoptosis, and cell cycle analyses in ESCs. Unpaired *t*-test analysis was performed on the remaining data. The error bars in the data represent the standard error of the mean (SEM). Statistical significance was determined at a *p*-value lower than 0.05 (*), 0.01 (**), 0.001 (***) or 0.0001 (****).

## Figures and Tables

**Figure 1:**
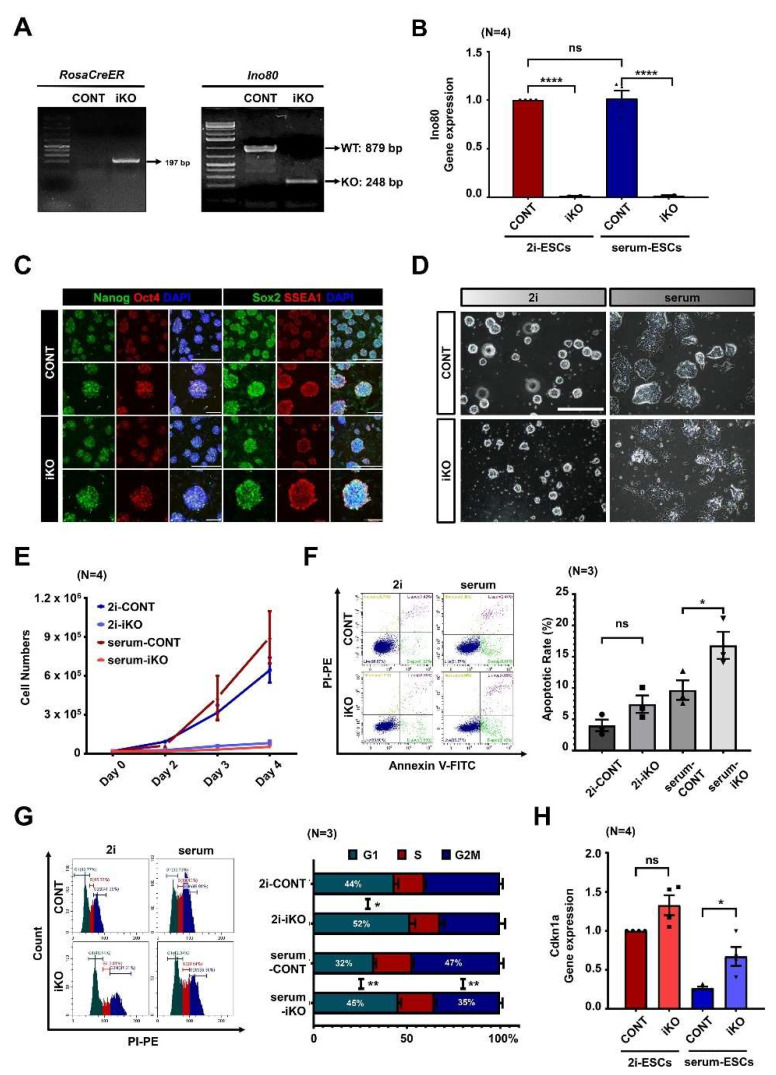
Ino80 loss leads to extension of G1-phase and apoptosis in embryonic stem cells cultured in serum-media (serum–ESCs). (**A**) Result of PCR genotyping. ROSA26-CreER allele was detected only in Ino80 iKO ESCs. After treating the ESCs with 4-OHTM, homozygous conditional allele was detected in CONT ESCs and Ino80 knockout allele was detected in Ino80 iKO ESCs. Ino80 iKO ESCs, inducible Ino80 knockout ESCs. 4-OHTM, 4-hydroxytamoxifen. ESCs, embryonic stem cells. CONT ESCs, control ESCs. (**B**) Expression levels of Ino80 using mIno80 primer (detecting exon 6) in both CONT and Ino80 iKO ESCs maintained in 2i- or serum-media was examined by qRT-PCR (N = 4). mIno80, mouse Ino80. (**C**) Immunofluorescence analysis of pluripotent markers (Nanog, Sox2, and SSEA1) in CONT and Ino80 iKO ESCs cultured in 2i-media containing 4-OHTM. Scale bar, 200 μm. (**D**) Representative images of CONT and Ino80 iKO ESCs cultured in either the 2i- or serum-media. ESCs were treated with 4-OHTM for 3 days and adapted to 2i- and serum-media for at least 2 days. Scale bar, 200 μm. (**E**) Cell proliferation assay. Cell numbers of the CONT and Ino80 iKO ESCs were counted at days 2, 3, and 4 after seeding 20,000 ESCs cultured in either 2i- or serum-media (N = 4). (**F**) Representative images of apoptosis analysis by flow cytometry and quantification. Annexin V(+) cells were measured in the CONT and Ino80 iKO ESCs. The difference in apoptosis rates between CONT and Ino80 iKO ESCs cultured in 2i-media is 3.40% on average, and in serum-media is 7.14% on average. *p*-value was calculated by one-way ANOVA test (N = 3). (**G**) Representative histograms of cell cycle and quantification. Percentages of G1, S, and G2/M phases of the CONT and Ino80 iKO ESCs measured by flow cytometry were plotted (N = 3). (**H**) Relative expression of Cdkn1a, by using qRT-PCR in both 2i-media and serum-media, the expression levels of Cdkn1a in CONT and Ino80 iKO ESCs were investigated (N = 4). Statistical significance was determined at a *p*-value lower than 0.05 (*), 0.01 (**) or 0.0001 (****).

**Figure 2:**
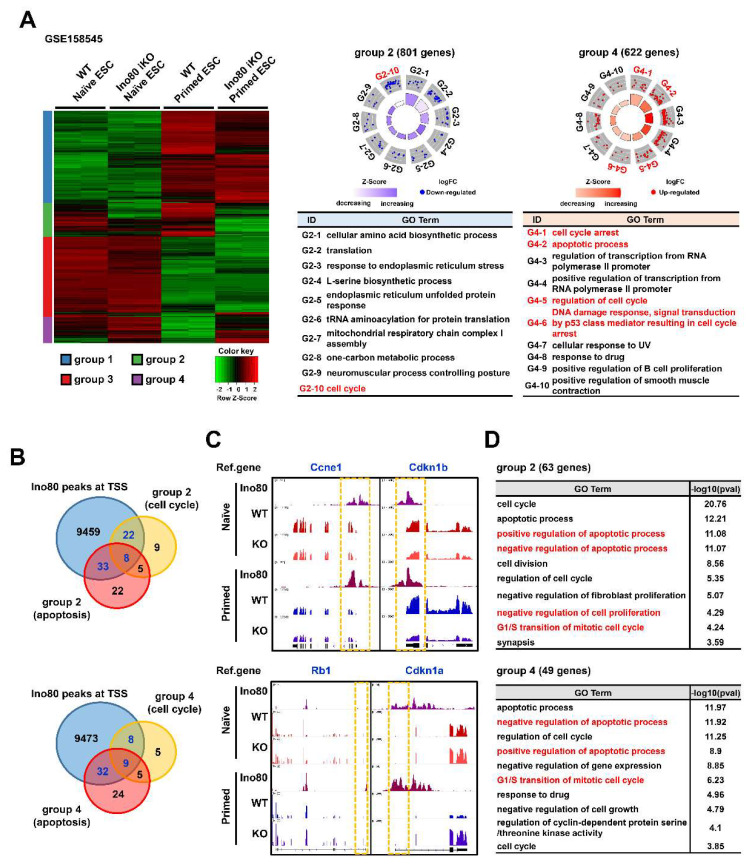
Ino80 directly regulates genes involved in cell cycle. (**A**) Heatmap and GO circle plot showing DEGs and GO terms of GSE158545. Unsupervised grouping with 5483 DEGs in total (cutoff value, FC ≥ 2, FPKM ≥ 2) resulted in 4 groups; group 1 (2170 genes), group 2 (801 genes), group 3 (1890 genes), and group 4 (622 genes). GOBP for group 2 and 4 genes were visualized through GO circle tool. Cell cycle- and apoptosis-related terms are highlighted in red fonts. DEGs, differentially expressed genes. GO terms, gene ontology terms. FC, fold change. FPKM, fragments per kilobase of transcript per million. GOBP, Gene Ontology Biological Process. (**B**) Venn diagram showing common genes among cell cycle, apoptosis, and Ino80 targets in the group 2 and 4. “Ino80 peaks at TSS” gene was defined as a gene which Ino80 was detected in TSS (GSE158545). Common genes are highlighted in blue fonts. TSS, transcription start site. (**C**) Visualization of representative cell cycle-related genes with Ino80 bindings and expression levels using the IGV. Yellow dotted line indicates TSS. IGV, Integrative Genomics Viewer. (**D**) GO term analysis with genes that Ino80 binds to TSS and are involved in cell cycle or apoptosis in group 2 (63 genes) and group 4 (49 genes). The tables show the GO terms and −log10(*p*-value). Cell cycle- and apoptosis-related terms are highlighted in red fonts.

**Figure 3:**
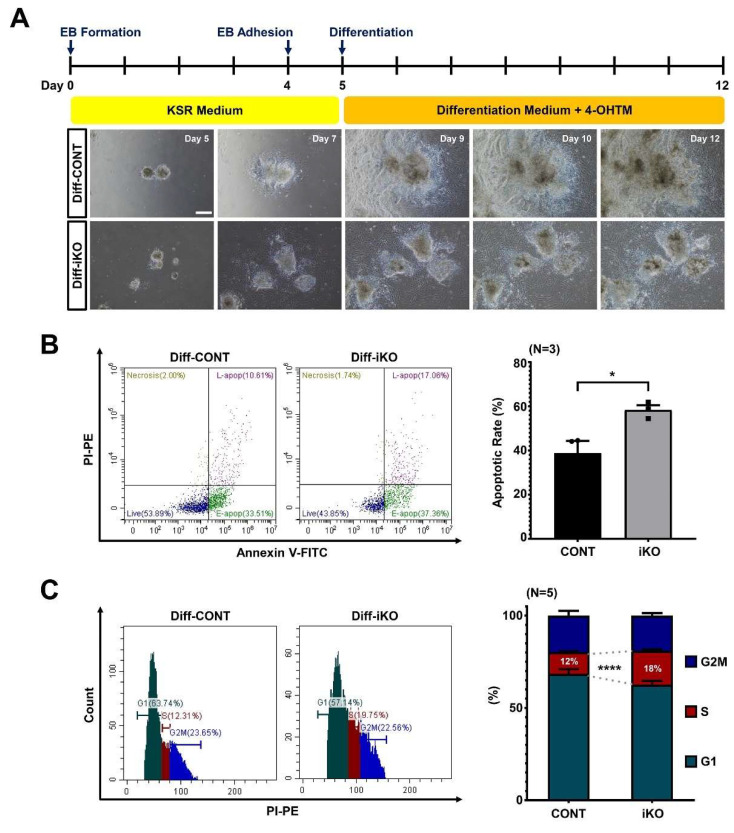
Ino80 depletion in differentiating ESCs causes extension of S-phase and apoptosis. (**A**) Schematic images showing differentiation protocol of differentiating ESCs, and representative images showing expansion of differentiating cells from for EBs. Images were captured at day 5, 7, 9, 10, and 12 after seeding same numbers of EBs on gelatin-coated dishes. Scale bar, 200 μm. EBs, embryoid bodies. (**B**) Representative images of apoptosis analysis in Diff−CONT and Diff−iKO ESCs and quantification (N = 3). The difference in apoptosis rates between Diff−CONT and Diff−iKO ESCs is 19.57% on average. Diff−CONT ESCs, differentiating ESCs from CONT ESCs. Diff−iKO ESCs, differentiating ESCs from Ino80 iKO ESCs. (**C**) Representative cell cycle histogram of Diff−CONT and Diff−iKO ESCs and their percentages of G1, S, and G2/M phases (N = 5). Statistical significance was determined at a p-value lower than 0.05 (*) or 0.0001 (****).

**Figure 4:**
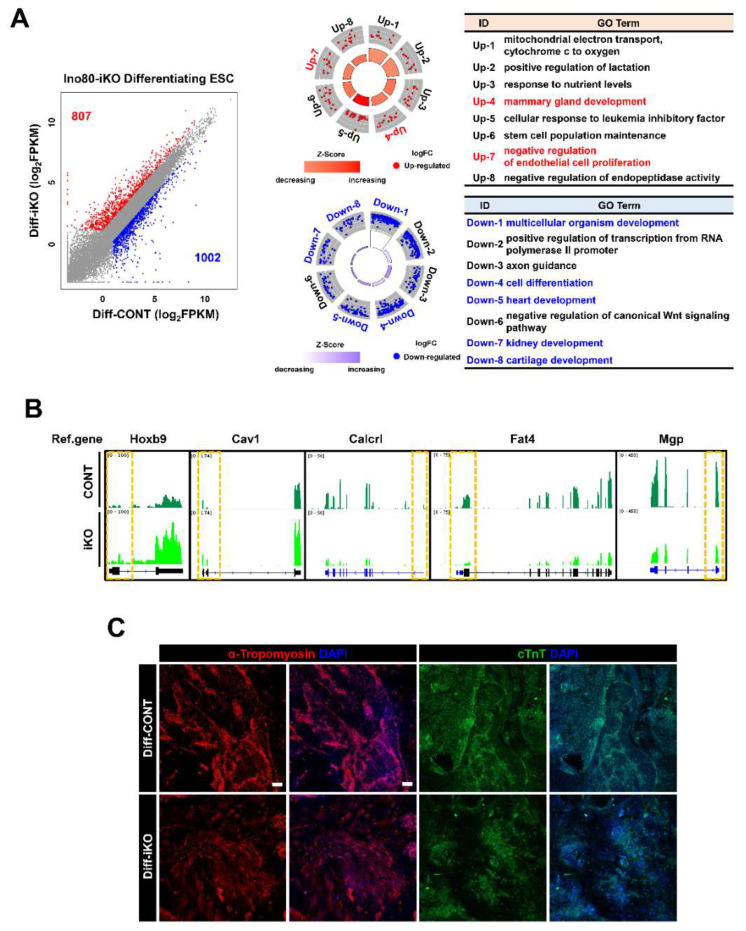
RNA-seq analysis revealed aberrant expression of genes important for organ development in Diff–iKO ESCs. (**A**) Scatter plot showing DEGs in Diff–iKO ESCs, and GO term analysis. Total 1809 DEGs (Cut-off value, FC ≥ 2, FPKM ≥ 2); 807 up-regulated genes and 1002 down-regulated gene were detected. GO terms associated with differentiation are highlighted with red or blue fonts. (**B**) Visualization of representative DEGs (Hoxb9, Cav1, Calcrl, Fat4, and Mgp) related to mesodermal differentiation GO terms in Diff–iKO ESCs using IGV. Yellow dotted line indicates TSS of the corresponding genes. (**C**) Immunofluorescence of cardiac muscle marker (cTnT and alpha-Tropomyosin) in Diff–CONT and Diff–iKO ESCs. Scale bar, 200 μm.

**Figure 5:**
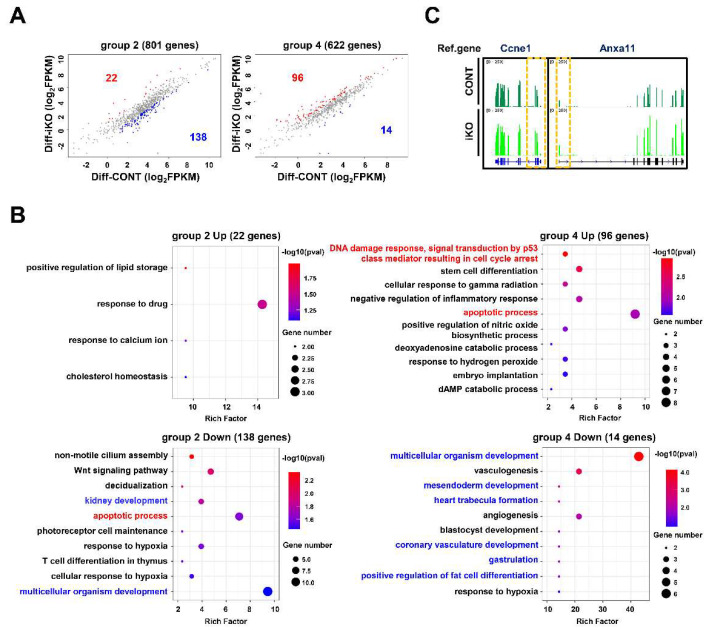
Cell cycle- and apoptosis-related genes in differentiating ESCs. (**A**) Scatter plots showing selected DEGs (that are contained in group 2 and 4 in Figure 2A) in the Diff–iKO ESCs. (**B**) Bubble plots showing GO terms with group 2 or 4 DEGs that are common up-regulated or down-regulated genes in Diff–iKO ESCs. Terms associated with cell cycle or apoptosis are highlighted with red fonts, and terms associated with development are highlighted with blue fonts. (**C**) Visualization of representative DEGs (Ccne1 and Anxa11) associated with G1/S transition using IGV.

## Data Availability

GSE214162 for RNA-seq data.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms232315402/s1.

# Supplementary material for: INO80 Is Required for the Cell Cycle Control, Survival, and Differentiation of Mouse ESCs by Transcriptional Regulation
**Source:** Int J Mol Sci. 2022 Dec 6;23(23):15402. doi: 10.3390/ijms232315402
**Supplement:** Supplementary file 1

Cell cycle analysis in ESC (related to Figure 1G)

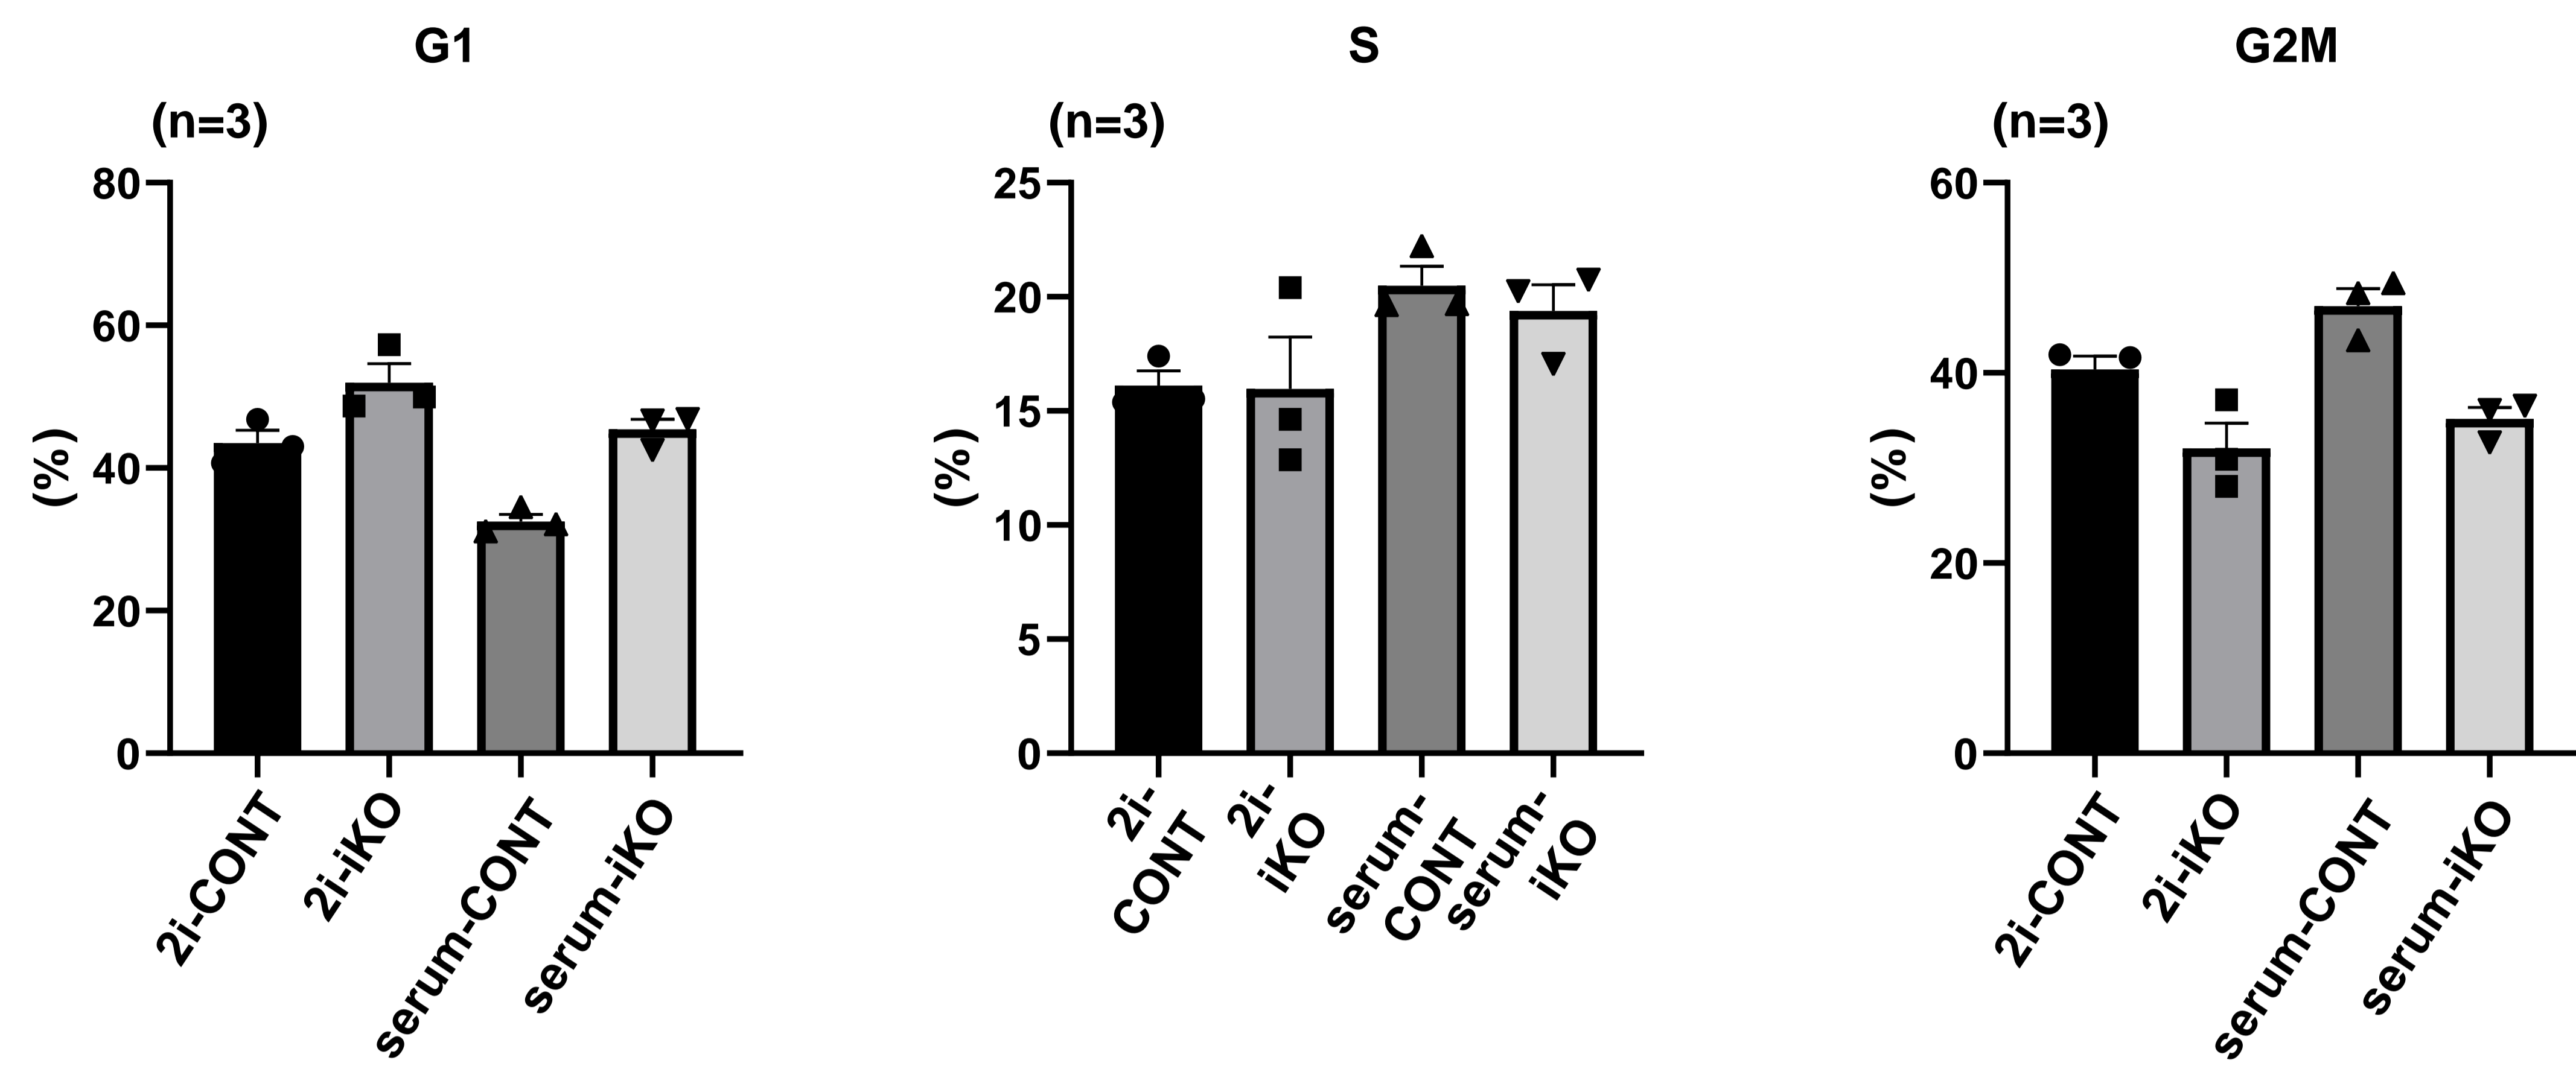

Figure S1. Cell cycle analysis in ESC.

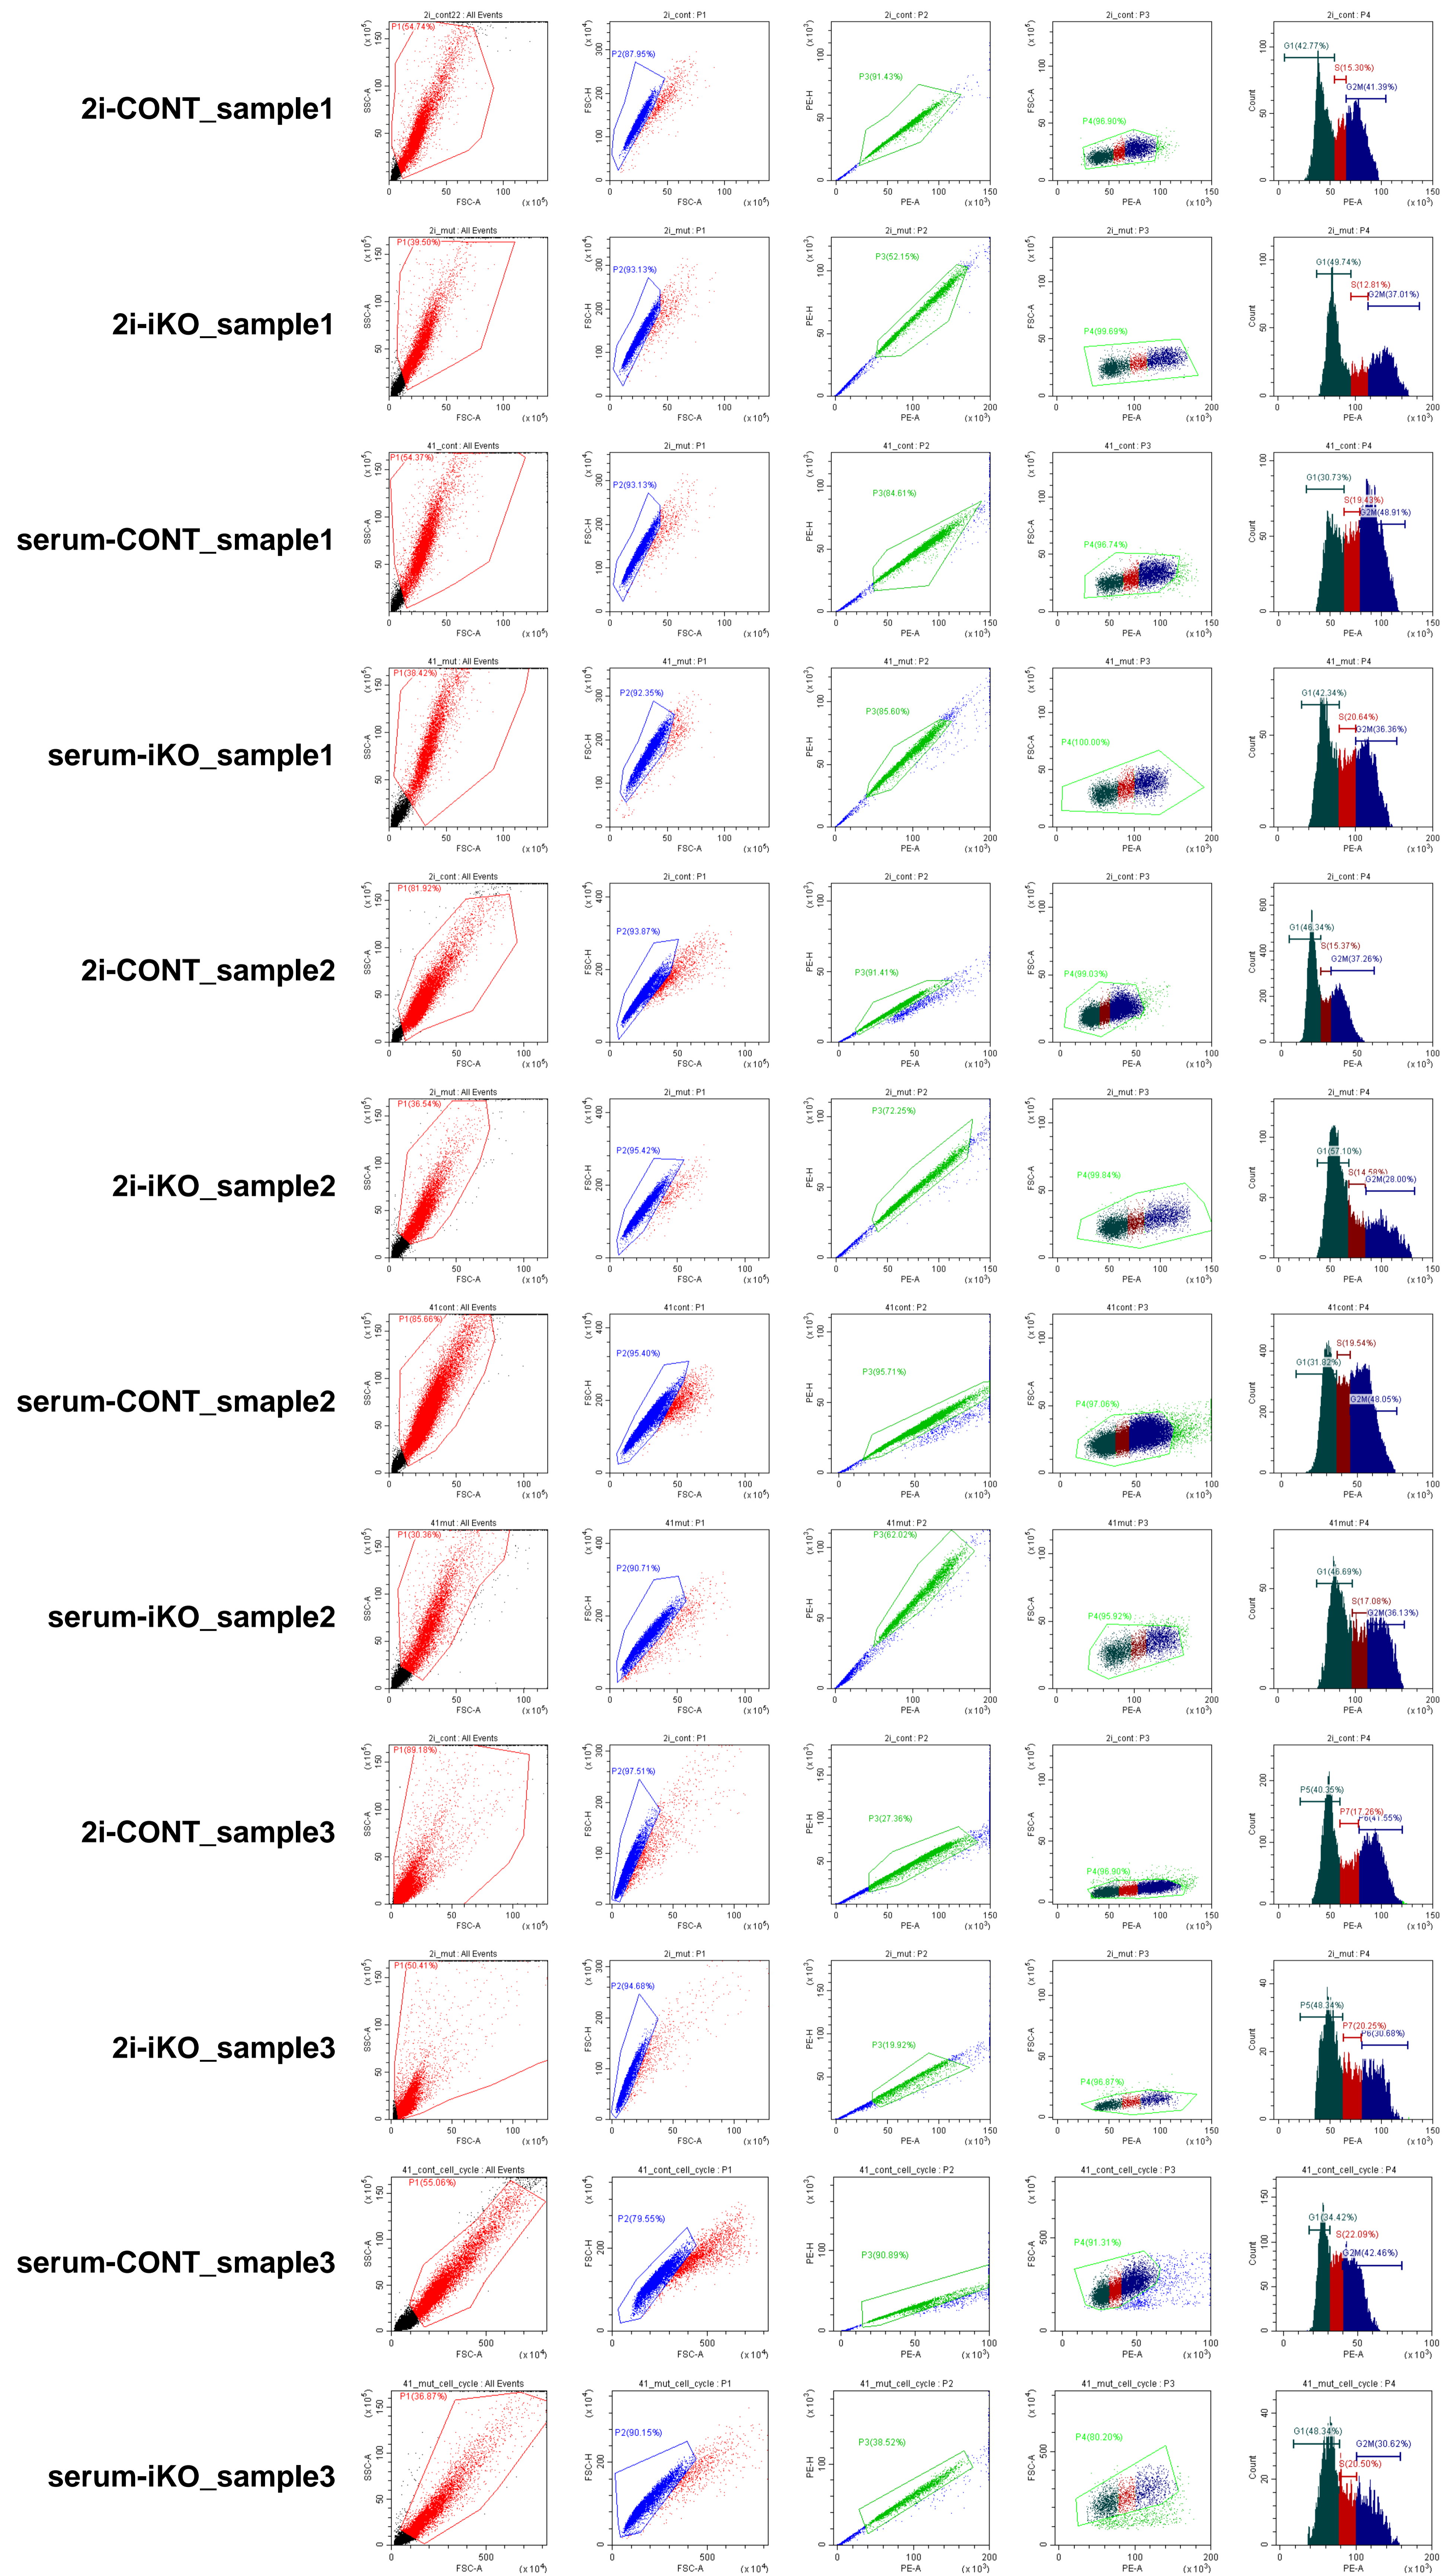

Figure S2. Panels of flow cytometric analysis of ESC.

Cell cycle analysis in differentiating ESC (related to Figure 3C)

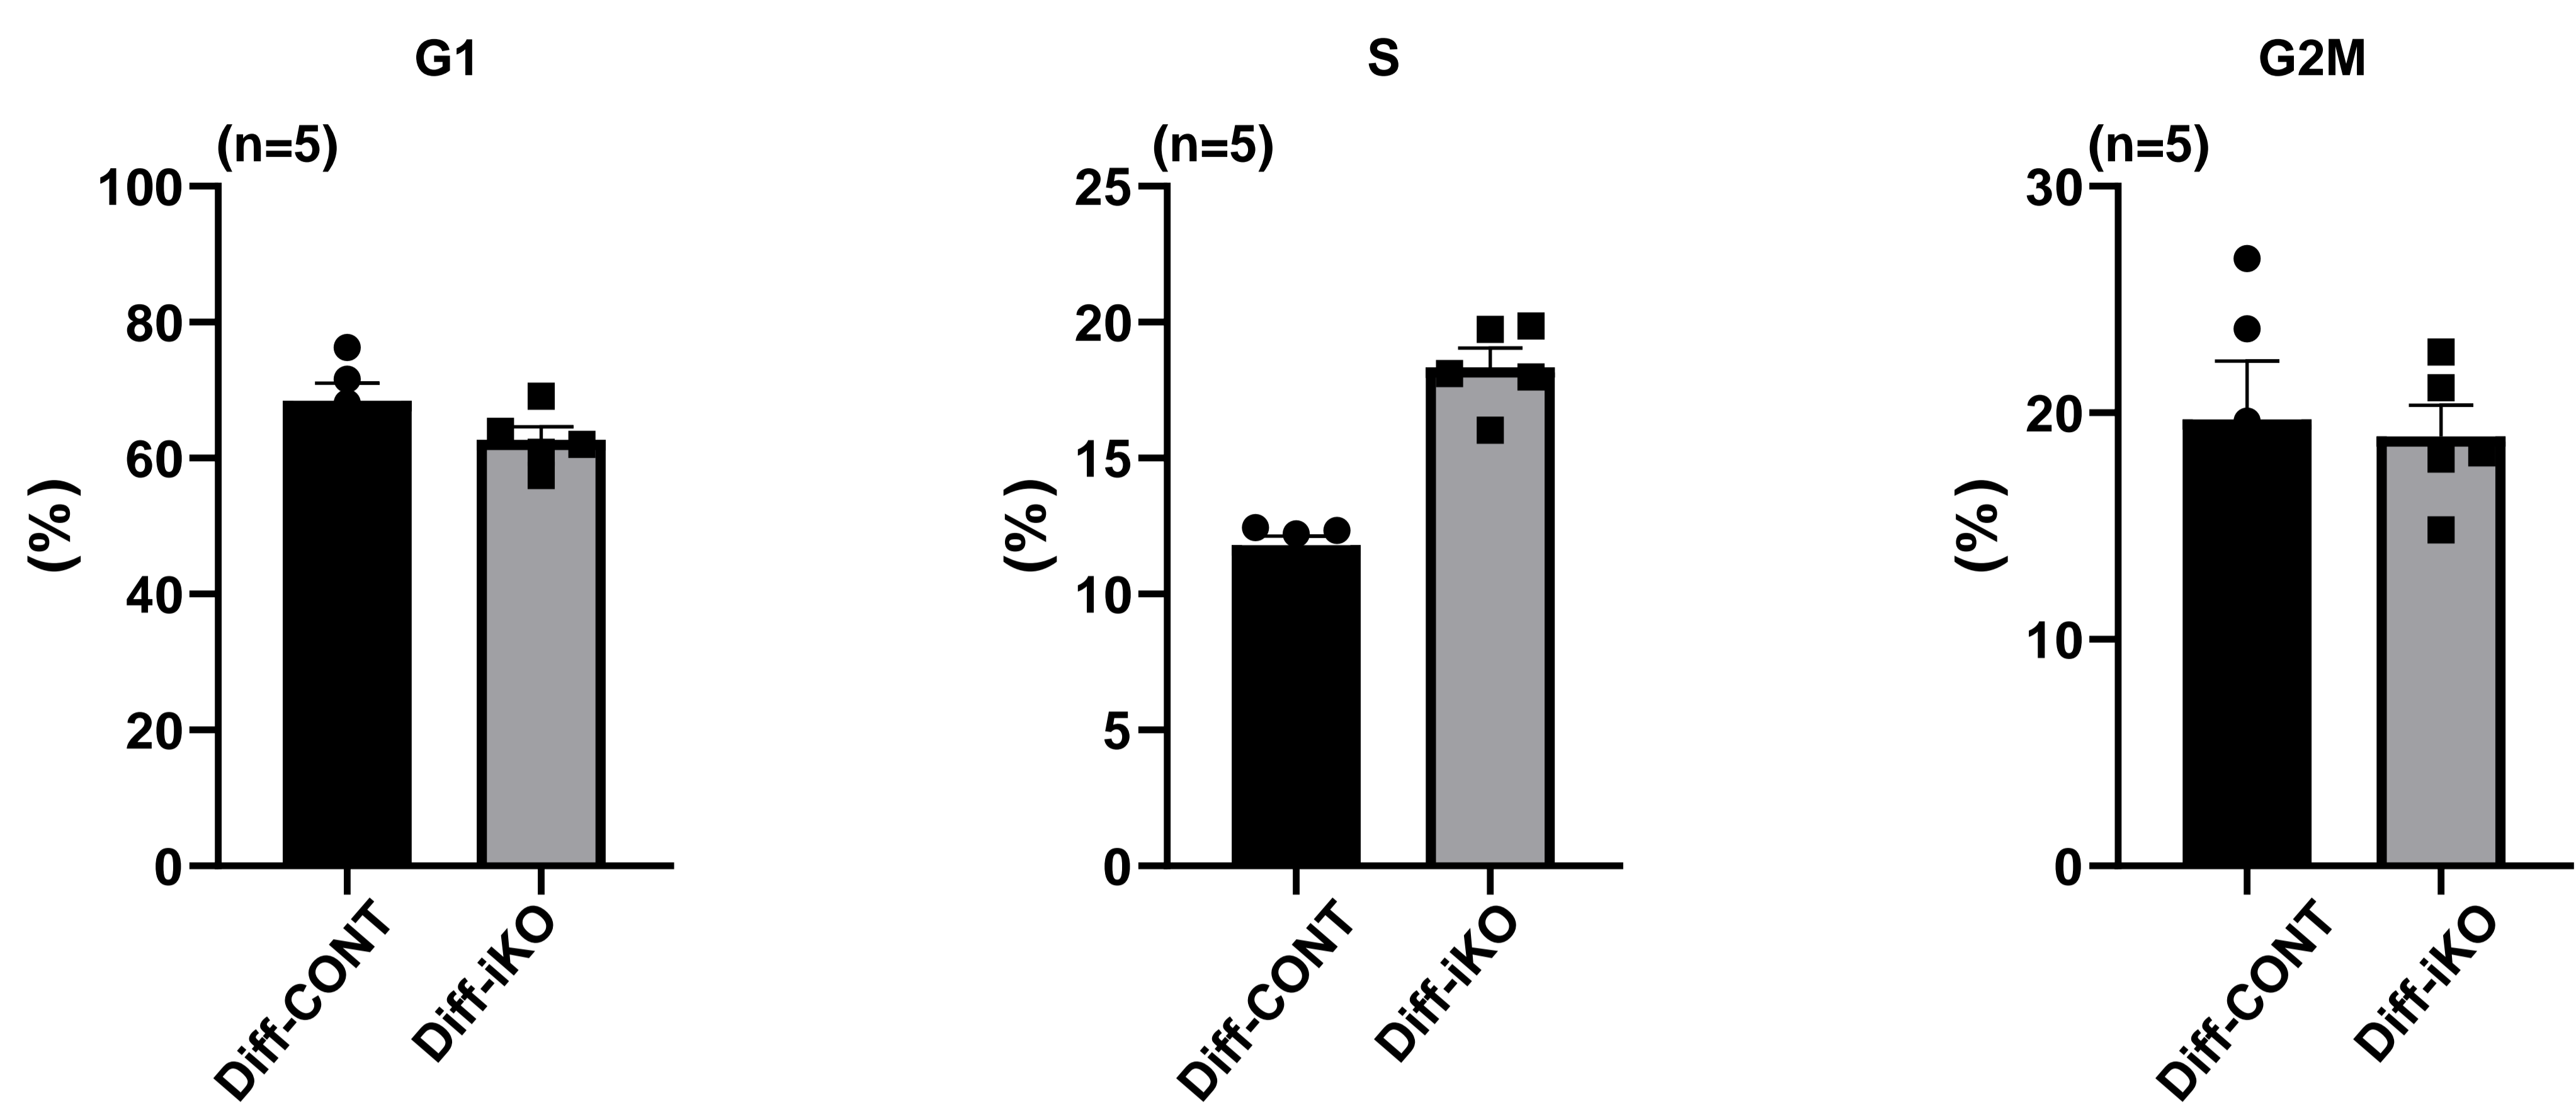

Figure S3. Cell cycle analysis in differentiating ESC.

Diff-CONT\_sample1

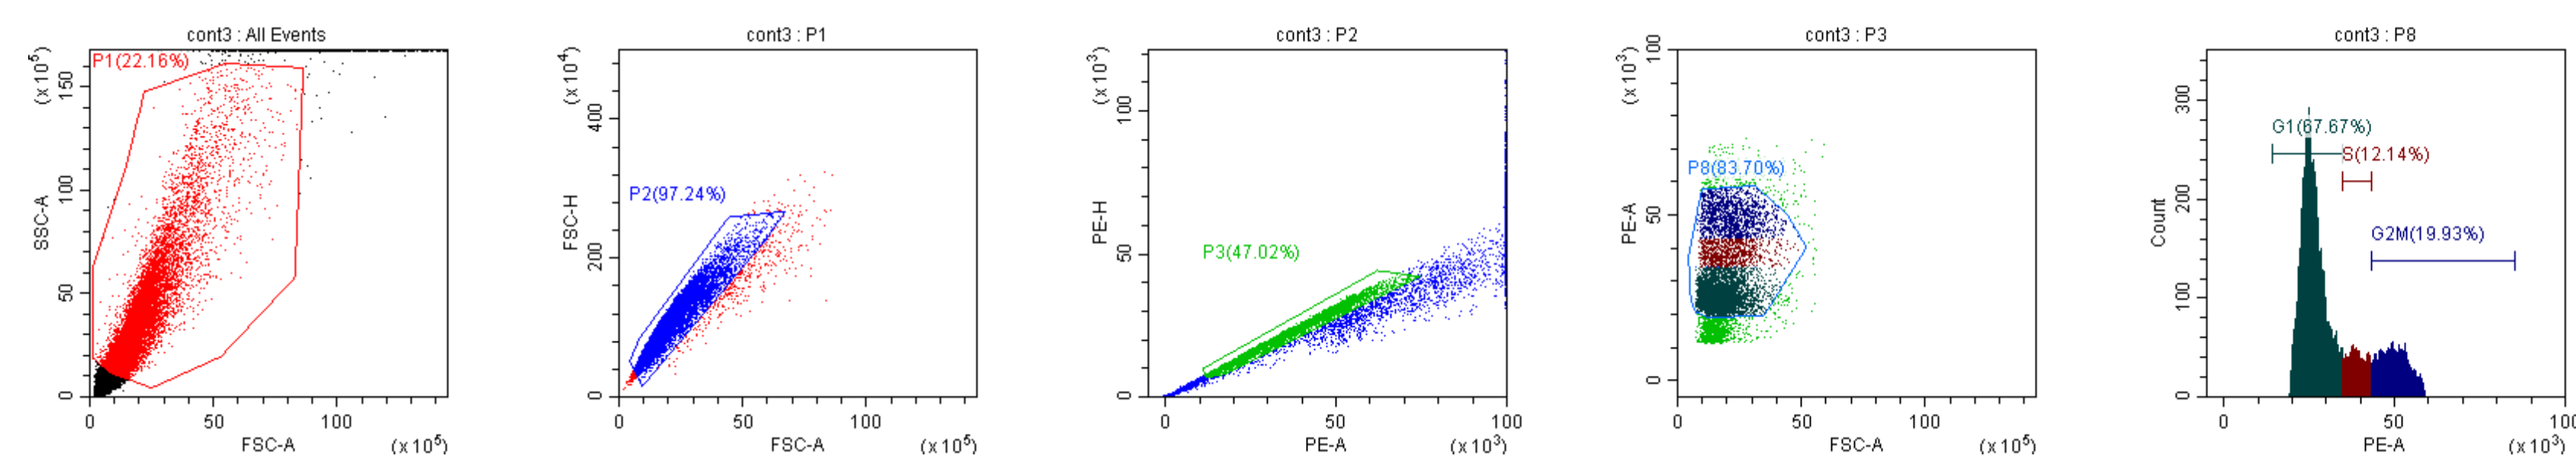

Diff-iKO\_sample1

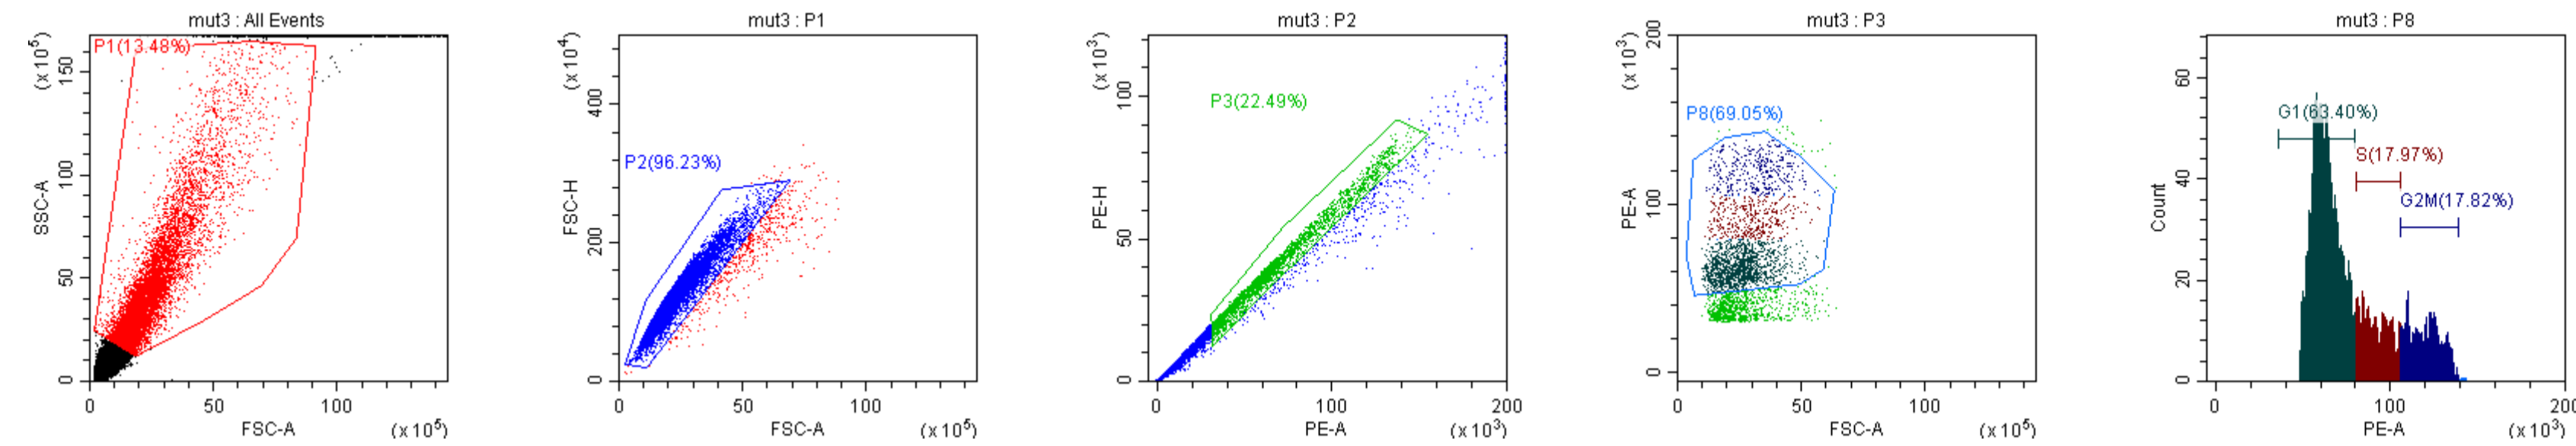

Diff-CONT\_sample2

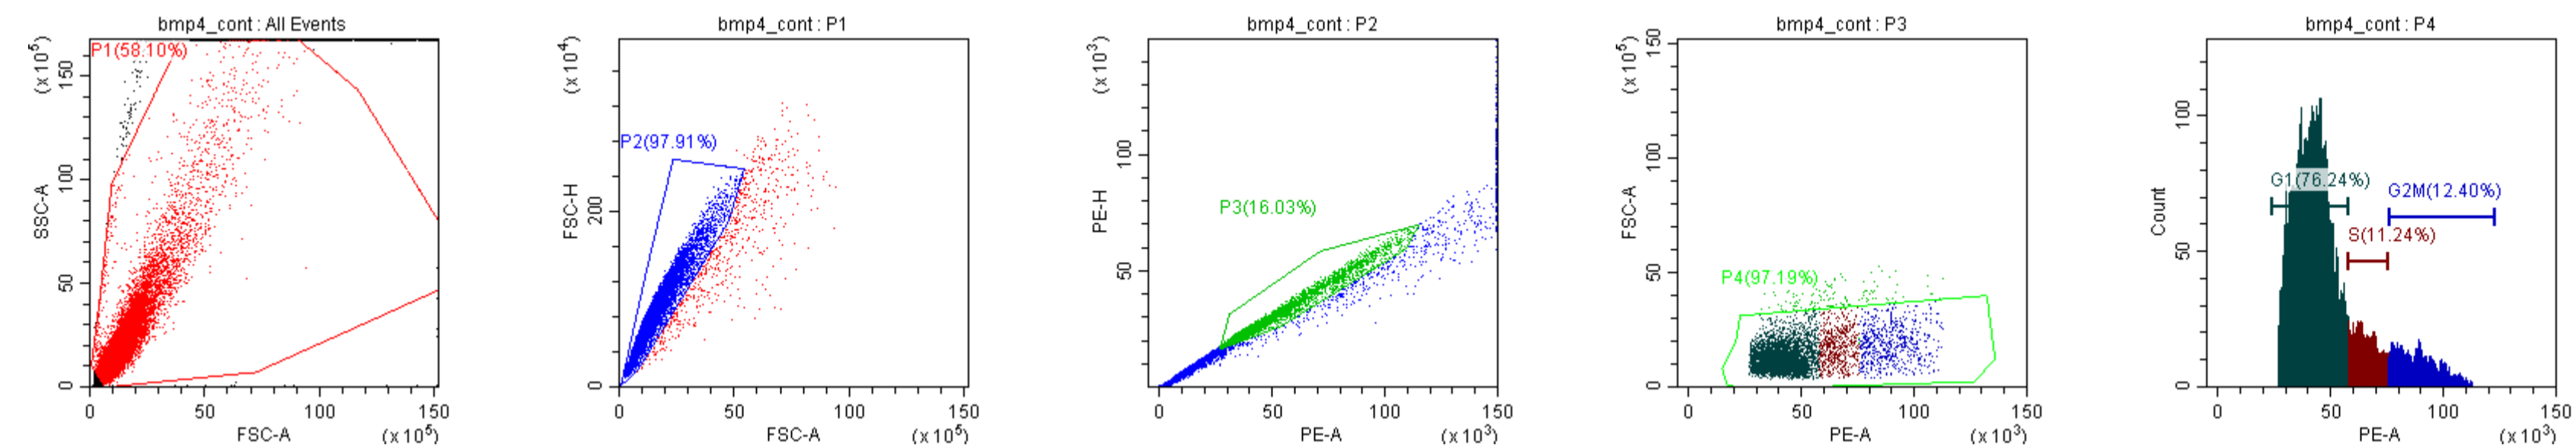

Diff-iKO\_sample2

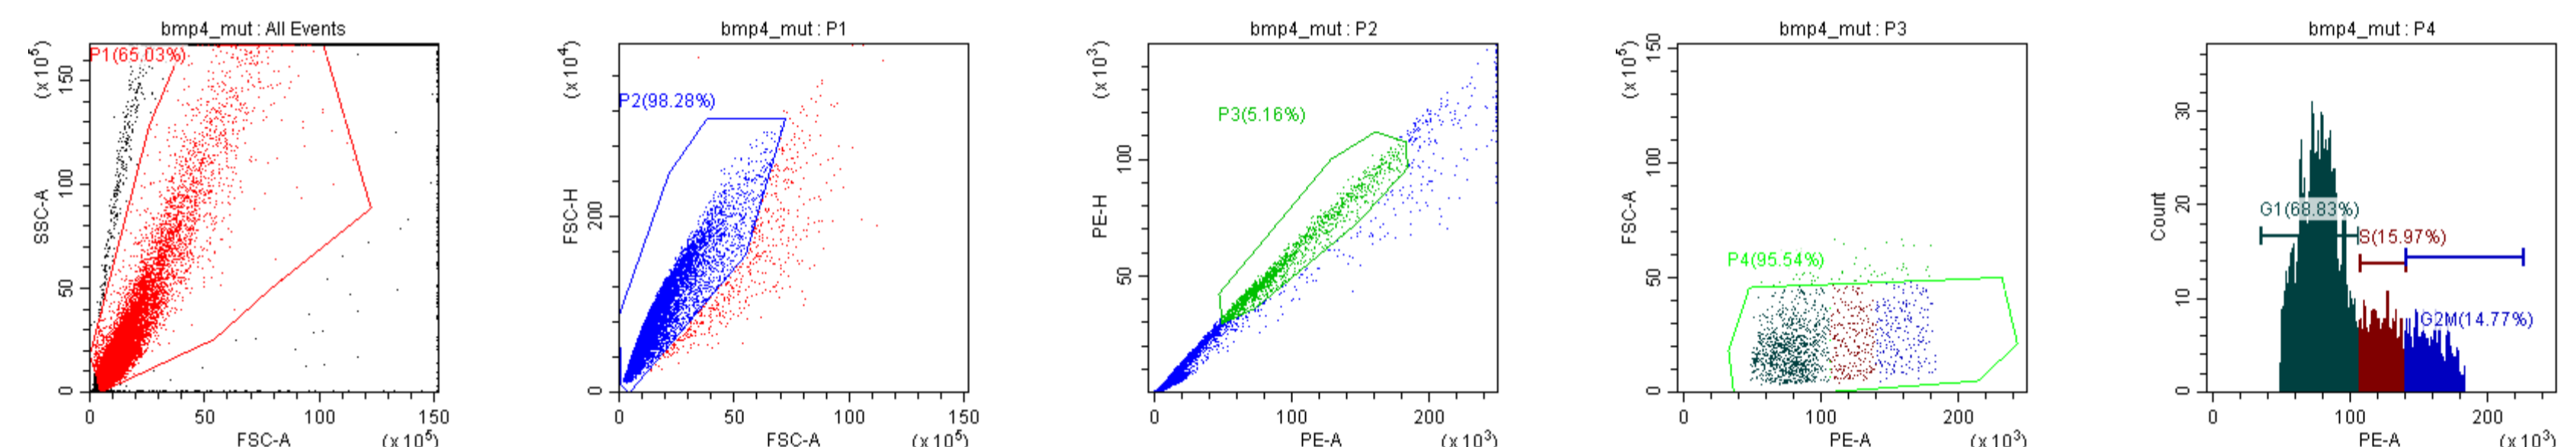

Diff-CONT\_sample3

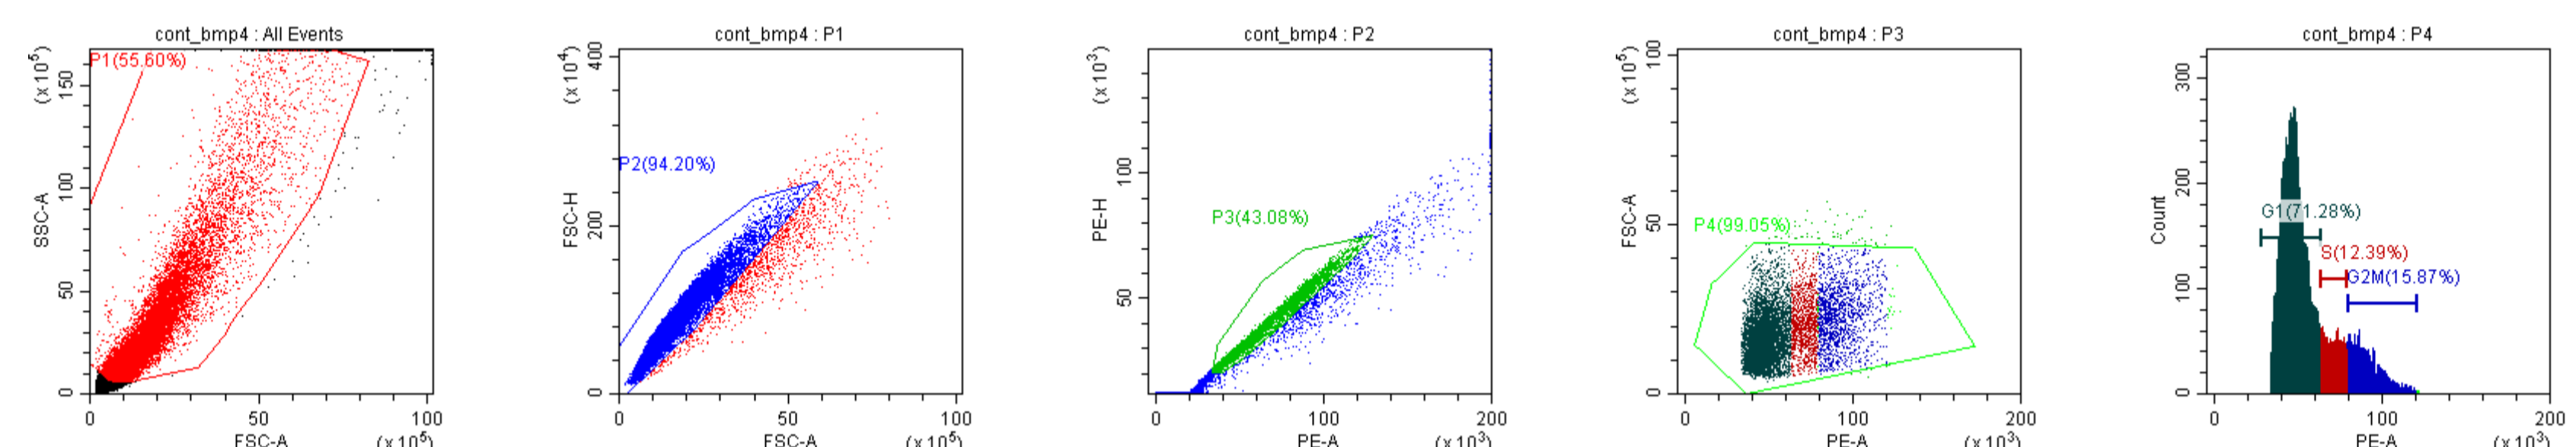

Diff-iKO\_sample3

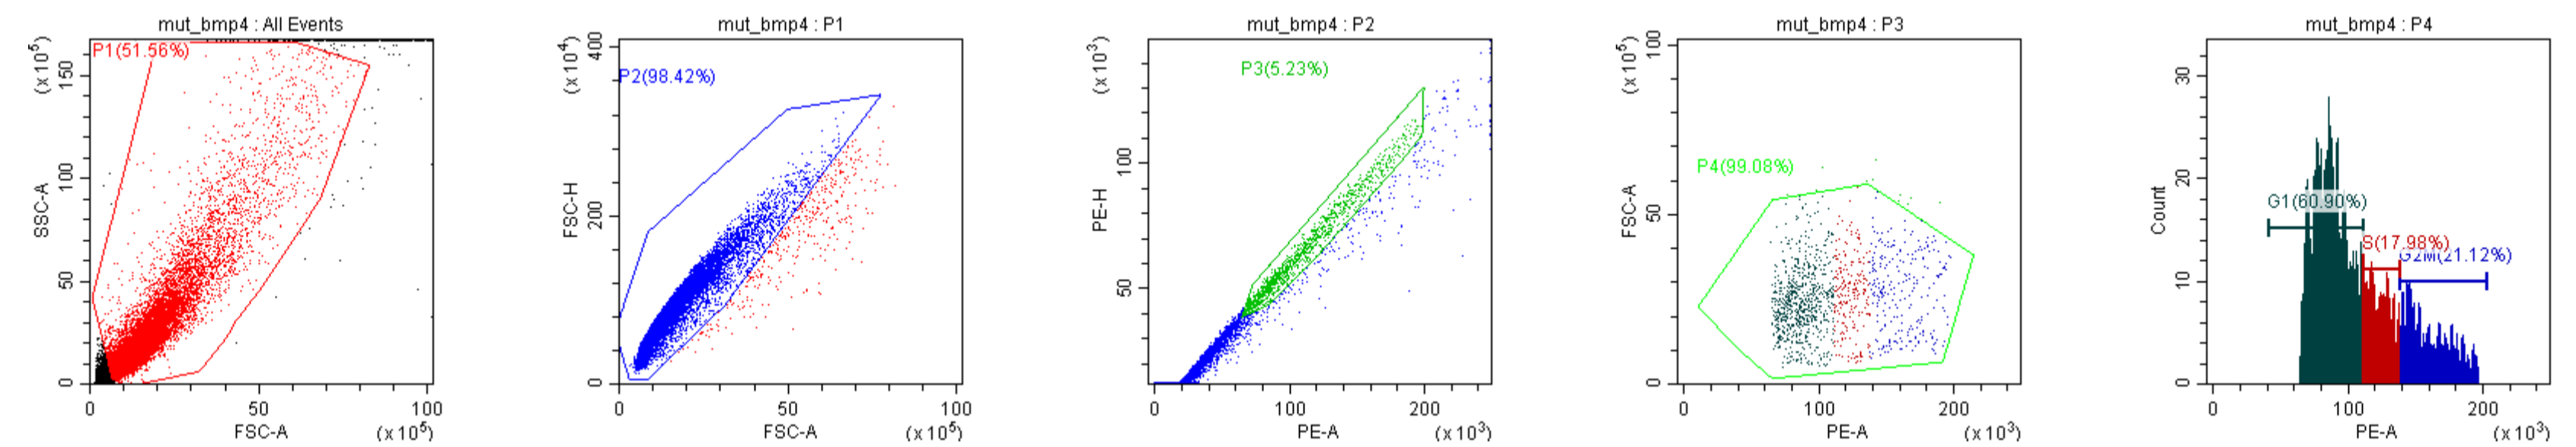

Diff-CONT\_sample4

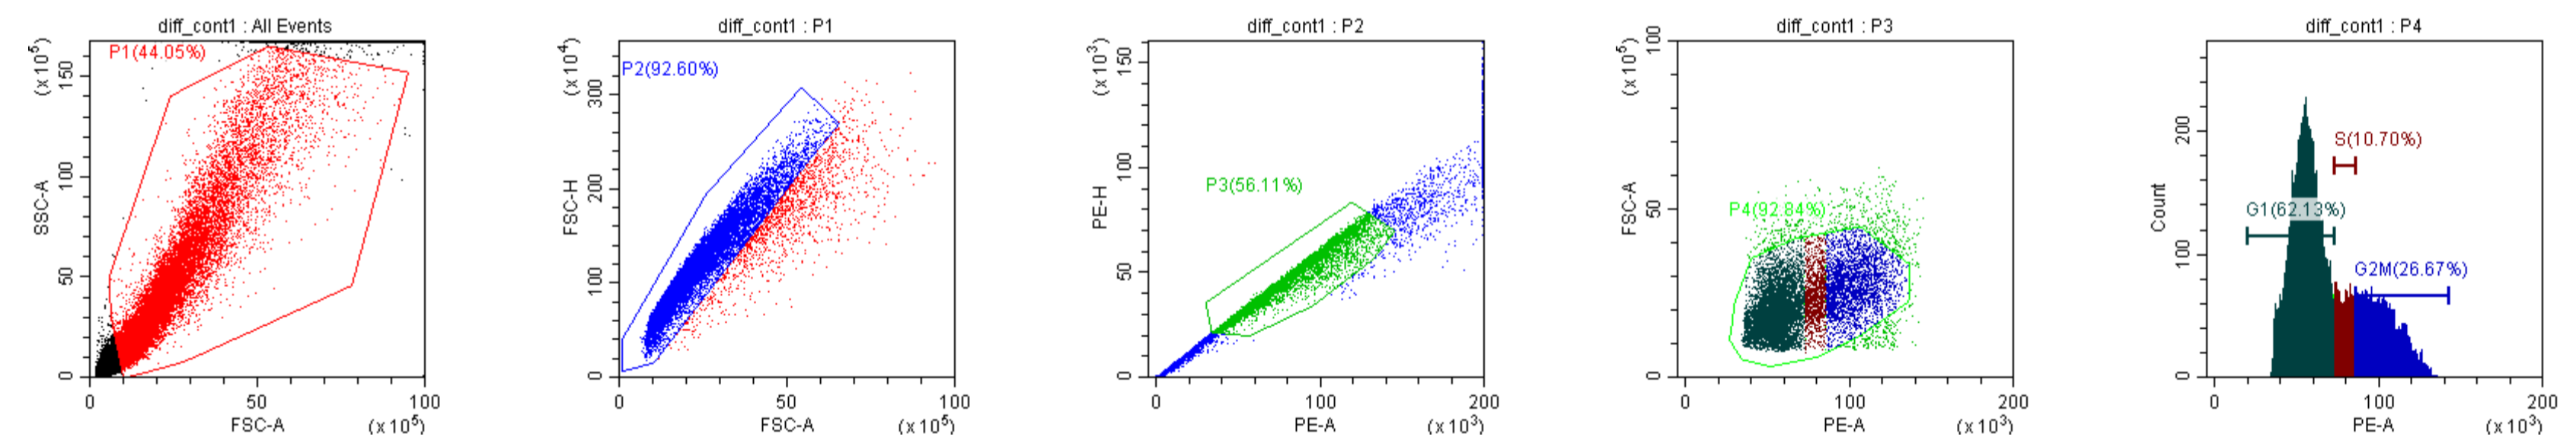

Diff-iKO\_sample4

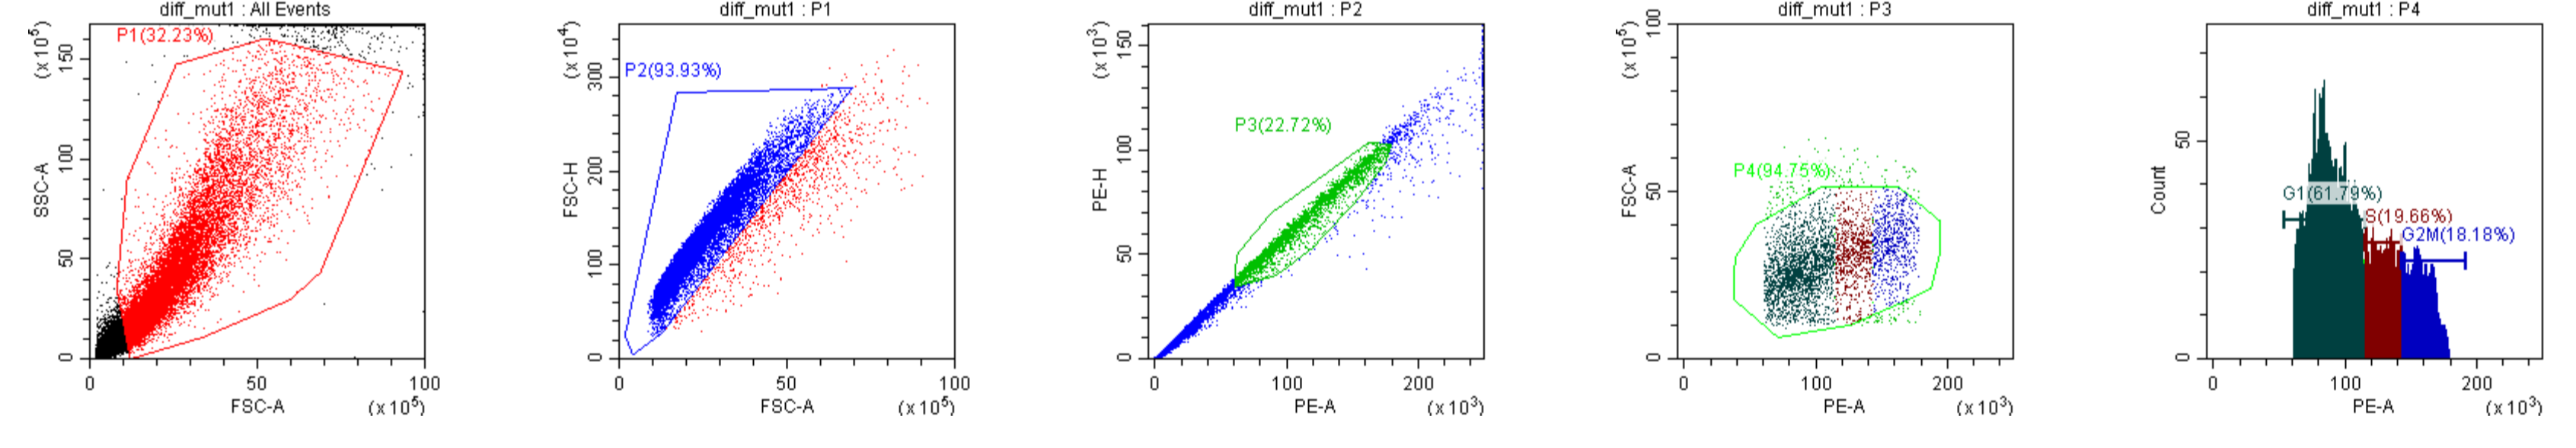

Diff-CONT\_sample5

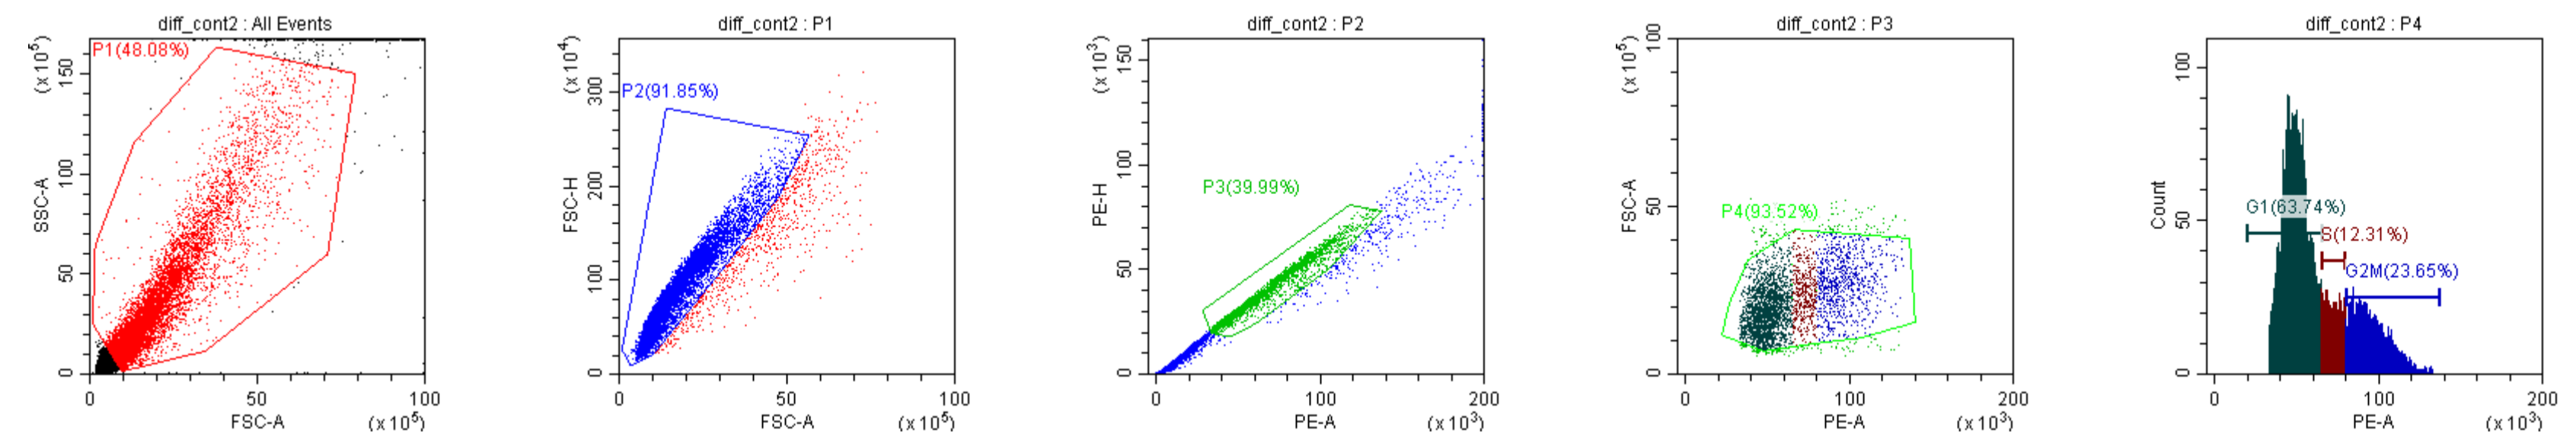

Diff-iKO\_sample5

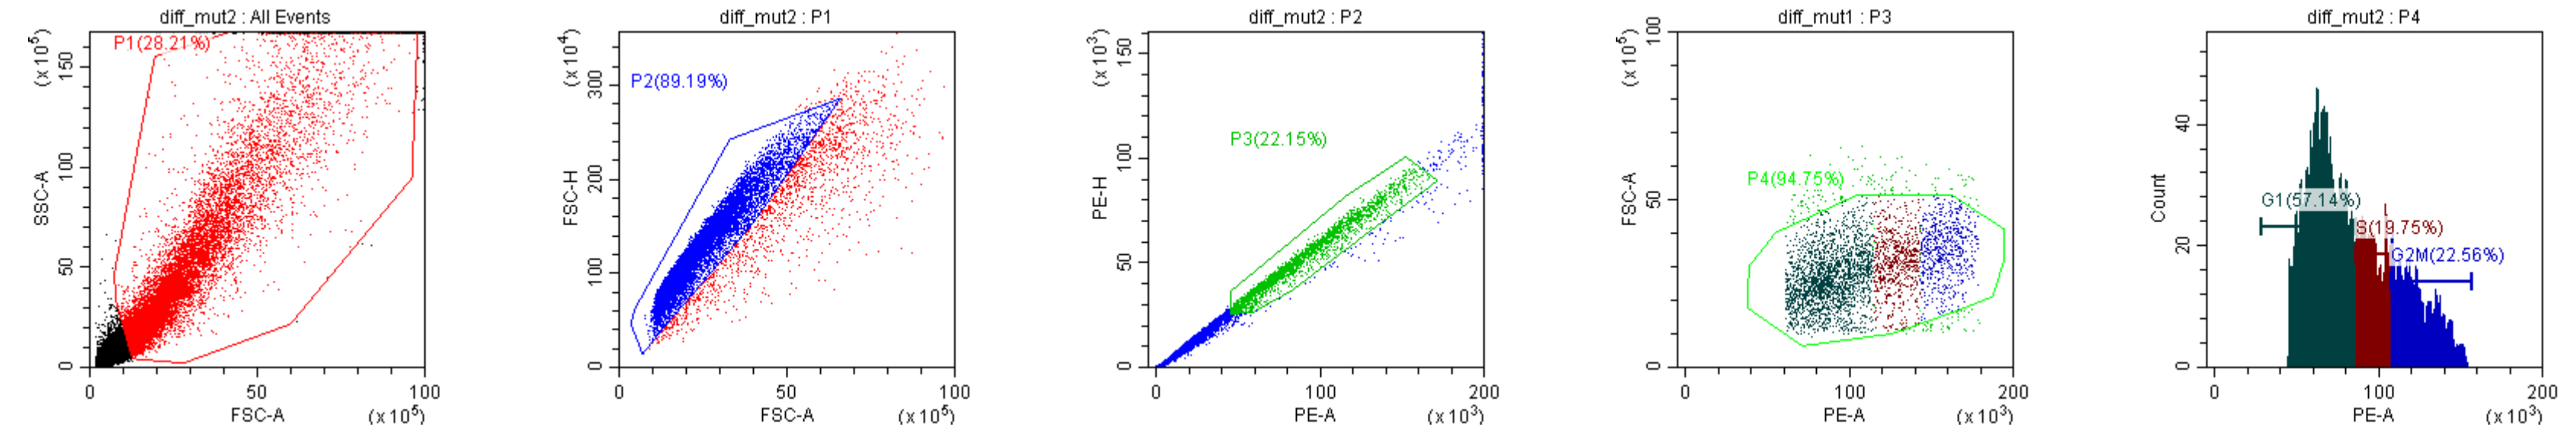

Figure S4. Panels of flow cytometric analysis of differentiating ESC.

How the deposited data were processed for this re-analysis (not part of the article)

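Poly(A) RNA from differentiating mouse ESCs was sequenced in 2 libraries, 1 of Diff–CONT ESCs and 1 of Diff–iKO ESCs. The authors deposited FPKM values (fragments per kilobase of transcript, scaled for library size) for 24354 genes. The paper's methods give STAR with default options on mm10 and FPKM values from Cuffquant and Cuffnorm of Cufflinks, in a paragraph that opens with the public datasets. The gene annotation, the strand setting and the number of reads are not given there. The 2 columns of the deposited values were assigned to the libraries by their names, and 0 other columns of values were present.

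What was computed from the FPKM values is as follows. The log2 ratio of the library labelled Diff–iKO to the library labelled Diff–CONT was taken per gene. The cut-off was FC ≥ 2 without a pseudocount and FPKM ≥ 2 in at least 1 library. With 1 library per condition no test of the conditions is possible, so no p-value is given. Gene lists were summarised by their median log2 ratio with a pseudocount of 0.1 over members with a mean FPKM of at least 1, and described by its percentile among 10000 random lists matched on mean expression in 20 bins. A second set of random lists was matched on mean expression and transcript length, or GC content, in 10 bins each. The 22 gene lists, the comparisons, their main settings and the alternatives were chosen before the deposited values were examined. The paper and its supplement were available by then, so lists can hold genes that the paper reports as changed in these libraries. The lists of p53 targets and apoptosis machinery share 4 genes, the trophoblast and imprinted lists share Ascl2, and the apoptosis machinery and G2/M lists share Birc5.

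Depth was recovered from the values. In genes with 1 RefSeq transcript of at least 1000 nucleotides, FPKM rises in steps that depend on transcript length. The fitted steps gave 30012067 fragments on genes for Diff–CONT and 23253259 for Diff–iKO, a ratio of 1.29. A value counted as whole when it lay within 0.2 of a whole multiple. The fragments per gene use the shortest RefSeq transcript, so they are approximate for genes with several transcripts. Intervals are exact Clopper-Pearson 95% intervals, which cover counting error only. One fragment is worth more FPKM in a short transcript than in a long one, so low values of short genes are the least precise.

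Genes were matched by symbol to GENCODE vM21 (GRCm38) for 23315 genes and by a RefSeq synonym for 656 more, and 383 were not matched. Coordinates are from that annotation and not from the deposited values. Overlapping antisense genes such as Xist and Tsix, and families of near-identical genes, are uncertain because the counting options are not stated.

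Named genes were chosen by a rule, and not all of them are printed in the text. They are those the paper names for differentiating ESCs, its antibodies or as cell cycle regulators. The 5 genes with the largest fold change in each direction were added. These were taken among genes with FPKM of at least 10 in the higher and 0.5 in the lower library. Also added were the 3 genes with the highest FPKM of each highlighted GO term and of each list. All genes of the list of Y-linked genes and Xist were included. Genes of the imprinted pairs, shared list members, list members that went against their list and 3 genes with larger falls than the rule admits were named outside this rule, after their values were seen, and the pairs were chosen after some of their values were seen.

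In Table S2, the gene names of some terms of the downregulated genes are shortened in the copy used here. No median or count of listed genes is given for those terms. For multicellular organism development, 57 of 159 genes could be read, and for cell differentiation 59 of 104. The highest of the readable genes, such as Frem2 and Dab2, still entered the tally of 125 named genes. The terms given with a median or count held as many genes as the table counts.

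The steps were tested on simulated data. In simulated libraries of 23971 genes with 200 genes changed 4-fold, the cut-off recovered 100% of the changed genes, and 12 unchanged genes passed it. Of 200 random lists drawn without a change, 12 lay outside the central 95%. A simulation with the same transcript lengths in both steps returned the fragment step it was made with, so it does not cover errors in the annotated lengths. The alternatives were other filters on FPKM, pseudocounts of 0.1 and 1 (0.01 and 1 for the lists), FC of 1.5 and 4, 3 other scalings and rows of one symbol summed. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The group membership of the public serum and 2i data, the ChIP-seq data, the flow cytometry and the immunofluorescence were not analysed here.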

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

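The text of the paper does not discuss the signals in this part, which were picked out because a list median lay outside the central 95% of random lists, or a gene or chromosome lay outside its counting interval or the range of the autosomes. The tests on X-linked genes, transcript length, GC content and whole chromosomes were set before their results were seen. The tests on the larger respiratory chain genes, the interferon response genes, the size of the X-linked shift, the share of undifferentiated cells, the other sex-chromosome explanations and the imprinted pairs were chosen after. With 1 library per condition, a difference between the 2 cultures or the 2 lines that has nothing to do with Ino80 is untested throughout.

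Ino80 itself had a log2 ratio of 0.21 in the library labelled Diff–iKO. It was higher beyond counting error, where a lower value would go with the label. Genes of the INO80 complex had a median of 0.36 over 15 genes, 13 of them higher, at percentile 98.9 of random lists. A transcript that keeps its remaining exons after the deletion, a mixed culture and exchanged labels were not tested, since FPKM per gene holds no exon values. The paper's mesoderm genes and Cdkn1b take the directions the paper gives under the labels as deposited, but those directions were read from these libraries.

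Xist had a log2 ratio of 5.81, from 34 fragments in the Diff–CONT library to 1438 in the library labelled Diff–iKO. The median of the 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty was -1.82, and they kept between 16.0% and 46.5% of their Diff–CONT level. Kdm5d lies under the mean FPKM minimum of 1, and the 3 Y-linked genes above it had a median of -1.27 with a pseudocount of 0.1. The list has 4 more Y-linked genes, which are left out of both medians and are close to 0 in both libraries, namely Usp9y (0 to 5 fragments, against the other genes), Zfy1 (9 to 1), Zfy2 and Sry (an FPKM of 0 in both). The choice of the 4 genes in the first median was not written down before the data were examined. X-linked genes had a median of 0.16 over 476 genes, above the highest autosome median of 0.06. A library of XX cells only is argued against by the 4 Y-linked genes of the first median, the lowest of which still had 40 fragments there. Loss of the Y chromosome in part of the cells alone would leave Xist unchanged, against the log2 ratio of 5.81. Higher Xist in XY cells alone would leave the Y-linked genes unchanged, against their median of -1.82. XX cells with 2 active X chromosomes would raise X-linked genes. The median of 0.16 has that direction but not the size, since the Y-linked genes would leave between 53.5% and 84.0% XX cells, which would raise X-linked genes by between 0.62 and 0.88 if both X chromosomes were fully active. A smaller share of such cells stays open for the X-linked median and leaves the Y-linked genes unexplained. A mixture of XY cells with XX cells that have 1 active X chromosome was not tested and stays open, as does a change of the Y-linked genes with cell type. Several X-linked genes are also genes of pluripotent or trophoblast cells, such as Nr0b1 and Rhox6, so a change of cell types is open for the X-linked median as well. Counting options for the overlapping Xist and Tsix are not stated.

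Genes of other cell types moved in both directions. The median log2 ratio was 2.11 for 25 pluripotency genes, 2.21 for 27 trophoblast genes, 3.66 for 5 genes of 2-cell-like cells and 2.44 for 11 germline genes sensitive to DNA methylation, each above all of the 10000 random lists. Some members went the other way past the cut-off, namely Lin28a (103 to 28.6) among the pluripotency genes, Cdx2 (4.00 to 0.705) and Hand1 (70.8 to 31.3) among the trophoblast genes, and Tdrd5 and Tdrkh among the germline genes. With a pseudocount of 1 the medians were 1.55 for the 2-cell-like, 1.47 for the trophoblast and 1.25 for the germline genes, and with 0.01 the 2-cell-like median was 4.61, so their size depends on the pseudocount. The median was -2.28 for 26 extraembryonic endoderm genes, below all of them, with 20 lower and 6 higher, and -0.55 for 17 neural genes, 12 lower and 5 higher, at percentile 0.27. Dppa5a rose from an FPKM of 258 to 2115, Pou5f1 from 60.8 to 247 and Rhox6 from 38.4 to 166, while Spink1 fell from 508 to 8.57. Of the 3 extraembryonic endoderm genes with the highest FPKM, Sparc (708 to 1244) and Col4a1 (327 to 575) rose against their list. A larger share of undifferentiated ES cells and no other change would lower all other cell types alike. The trophoblast median of 2.21, with 23 genes higher and 4 lower, has the other direction, though Cdx2 and Hand1 fell. However, every Prl gene of the trophoblast list is one that the paper lists as upregulated under mammary gland development, from these same libraries. The median is therefore not independent of that choice, and it does not decide whether such a share is the whole cause. How many of the trophoblast genes undifferentiated ES cells also express was not measured here. A different mix of cell types between the 2 cultures, with or without a role of Ino80, stays open. In the 2-cell-like list only Eif1a had a mean FPKM of at least 5, and over all 19 members the median was 2.58.

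The median of 33 genes of cytochrome c oxidase and other small respiratory chain subunits was 0.75, with 27 of them higher, 13 past the cut-off, and 1 past it downward. Short transcripts were higher in general, with a median of 0.13 in the decile of genes with the shortest transcripts and -0.09 in that with the longest. Random lists matched on transcript length reached 0.38 at the upper end of their central 95% and lists matched on GC content 0.35, so neither trend explains the whole rise. A general rise of mitochondrial genes is argued against by the larger respiratory chain and TCA cycle genes, whose median was 0.062, and -0.031 with libraries scaled to the same sum. Cytosolic ribosomal protein genes, which are also short, had a median of -0.10, at percentile 0.48. RNA quality and library preparation that differ between the 2 libraries were not tested, so no biological reading is offered.

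Imprinted genes had a median of -0.91 over 37 genes, 30 of them lower, and -0.58 with a mean FPKM of at least 5. Length-matched random lists ended at -0.16 on the low side, so transcript length does not explain it. Loss of imprinting would move the genes of a reciprocally imprinted pair apart, if both are imprinted in these cells and across their transcripts. Whether that holds for each pair was not checked, so a pair that did not move apart does not argue against it. Of 8 pairs with a mean FPKM of at least 1 for both genes, 1 moved apart (Nespas and Gnas), 6 were lower for both genes and 1 was higher for both. The pair of Kcnq1ot1 and Cdkn1c, which lies under that FPKM minimum, also moved apart. Loss of imprinting cannot be told apart from a change of cell types on these values, because FPKM per gene does not separate the parental alleles and both could act together.

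Interferon response genes had a median of 1.05 over 21 genes, 20 of them higher, with Ifitm3 rising from 143 to 387. Random lists matched on transcript length reached 0.34 at the upper end of their central 95% and lists matched on GC content 0.29, so neither trend accounts for the rise. Other explanations were not tested for this list.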

How the results depend on the processing

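The numbers of genes past the cut-off depended on the filter and the fold minimum, as a stricter or looser rule must change them. With FPKM ≥ 2 in both libraries, 488 genes were higher and 569 lower, and 1027 genes were shared with Table S1. With FPKM ≥ 10 the counts were 398 and 406, with 791 shared. Without a filter they were 2794 and 2761. With FC ≥ 1.5 they were 1846 and 2177, and with FC ≥ 4 they were 278 and 237, with 515 shared. Scaling each library to the same sum gave 961 higher and 1593 lower genes. That scaling lowers every log2 ratio by a shift of -0.09 and multiplies the FPKM of Diff–CONT by 2.27, so 13761 genes reach the minimum of 2. The share of higher genes was 44.5% in the main setting and 37.6% under this scaling. The remaining counts lay within 1.5 times the main ones. Summing rows of one symbol changed nothing because no symbol repeats. No paired analysis was possible because each condition has 1 library.

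Of 153 list medians under the 7 alternatives for 22 lists, 141 kept their direction and their side of the central 95% of random lists and 12 did not. The chondrocyte median was -0.39 (percentile 2.66) with all members, -0.31 (percentile 5.9) with a mean FPKM of at least 5 and -0.58 (percentile 2.87) with libraries scaled to the same sum. The kidney progenitor median was -0.43 (percentile 4.17) with a pseudocount of 1, -0.65 (percentile 2.6) with 0.01 and -0.64 (percentile 2.59) against length-matched lists, and lay farther out at -0.87 (percentile 0.16) with all members, -0.88 (percentile 1.92) with a mean FPKM of at least 5 and -0.99 (percentile 0.51) with libraries scaled to the same sum. With a mean FPKM of at least 5 the 2-cell-like list held only Eif1a, at 0.40 (percentile 76.4), while over all 19 members its median was 2.58 (percentile 100). The G2/M median of -0.085 lay at percentile 2.61 with all members and 2.74 against length-matched lists. The median of the larger respiratory chain and TCA cycle genes changed sign to -0.031 with libraries scaled to the same sum. The list of Y-linked genes and Xist, at -1.17 and percentile 2.79 in the main setting, moved outside the central range at -0.83 with a pseudocount of 1 and at -1.29 with libraries scaled to the same sum. It had no members with a mean FPKM of at least 5. Scaling also changes which members reach the FPKM minimum and the weight of the pseudocount, so list medians need not follow its shift. The cause of the list changes was not tested.

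Of 125 named genes with a log2 ratio, 15 changed under at least 1 alternative. Atp5b (-0.013) and Fabp7 (-0.062) changed sign with libraries scaled to the same sum, and Tpm1 (0.011) and Vim (0.0096) with equal upper quartiles. A pseudocount of 1 took 7 genes under the cut-off, of which Cdkn1a and 2210016L21Rik had a fold of 2.01 to begin with and the other 5 had an FPKM of no more than 5.05 in either library. The median log2 ratio of X-linked genes stayed above all autosomes with a mean FPKM of at least 5 and with a pseudocount of 1.

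Depth limits genes near the cut-off. Among the 125 named genes with a log2 ratio, some had a counting interval that includes FC of 2. Of those past the cut-off, they were Cdkn1a, Mgp, Cav1, Anxa11, Mapk3, 2210016L21Rik, Ddx3y and Eif2s3y. Of those not past it, they were Mdm2, Cdkn2a, Tsix, Zfy1, Bst2, Cited1 and Wnt4.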

Differences from the paper's values

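The main counts of 833 higher and 1038 lower genes lie within 1.5 times the paper's 807 and 1002. A pseudocount of 0.1, an alternative set before the data were examined, is the setting under which the counts equal the paper's and the genes are those of Table S1.

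The paper names Ccne1 as a gene upregulated in Diff–iKO ESCs and shows it as a representative DEG in Figure 5C. Its fold here was 1.65, it was not past FC ≥ 2 under any pseudocount or scaling tried, and it is not in Table S1. FC ≥ 1.5 is the only fold minimum tried that its fold reaches.

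The paper describes genes of blood vessel development as repressed. The 42 genes of angiogenesis among its downregulated genes were lower here, and the 27 genes of angiogenesis among its upregulated genes were higher.

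The paper states that no DEGs corresponding to the higher apoptotic rate were found. Its Table S3 lists 8 upregulated genes and 9 downregulated genes under apoptotic process, all past the cut-off here in those directions, while of 38 fixed apoptosis machinery genes 1 was past it.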

Other observations

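The test of counting noise and the tests of transcript length and of whole chromosomes in this part were set before their results were seen. Counting noise alone gave 11.1 genes past the cut-off on average in 100 simulated pairs of libraries with equal means, between 4 and 18, against 1860 observed among the 23971 genes with a transcript length. This excludes counting noise as the main source of the counts and says nothing about variation between cultures, which 1 library per condition cannot show.

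Transcript length was tested for the 5 lists of mesoderm lineages together, and the kidney progenitor list was given separately once its result was seen. For the cardiomyocyte, endothelial, chondrocyte and mesenchyme lists the highest percentile among length-matched random lists was 0.19, so a length trend does not account for their lower medians. The kidney progenitor list lay at percentile 2.59 of length-matched lists, just inside the central range, so a length trend stays open there. Matching moved it little from the percentile of 2.48 without length.

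A gain or loss of a whole autosome in one line would shift its median by about the ratio of the copy numbers. The autosome median farthest from 0 was -0.077, on chromosome 18, which argues against such a gain or loss in most of the cells.

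Among genes with an FPKM of at least 10 in the higher and at least 0.5 in the lower library, a rule that leaves out genes that fell further, the largest fold changes were those of Halr1 (log2 ratio 4.16), 2210409E12Rik (3.81), Nr0b1 (3.64), Prl3b1 (3.62) and Gdf3 (3.59) on the higher side, and Spink1 (-5.89), Rbp4 (-5.19), Apom (FPKM from 29.6 to 0.923), Ttr (-4.87) and Clic6 (-4.74) on the lower side. Larger falls under that minimum include Apob (FPKM from 47.0 to 0.290), Afp (45.9 to 0.422) and Apoa1 (34.8 to 0.444), which were picked after their values were seen.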
